# Suppression of skin tumorigenesis in CD109-deficient mice

**DOI:** 10.18632/oncotarget.12653

**Published:** 2016-10-14

**Authors:** Masaki Sunagawa, Shinji Mii, Atsushi Enomoto, Takuya Kato, Yoshiki Murakumo, Yukihiro Shiraki, Naoya Asai, Masato Asai, Masato Nagino, Masahide Takahashi

**Keywords:** skin carcinogenesis, CD109, TGF-β, p21, Nrf2

## Abstract

CD109 is a glycosylphosphatidylinositol-anchored glycoprotein that is highly expressed in several types of human cancers, particularly squamous cell carcinomas. We previously reported that CD109-deficient mice exhibit epidermal hyperplasia and chronic skin inflammation. Although we found that CD109 regulates differentiation of keratinocytes *in vivo*, the function of CD109 in tumorigenesis remains unknown. In this study, we investigated the role of CD109 in skin tumorigenesis using a two-stage carcinogenesis model in CD109-deficient mice with chronic skin inflammation. Immunohistochemical analysis revealed a higher level of TGF-β protein expression in the dermis of CD109-deficient mice than in that of wild-type mice. Additionally, immunofluorescence analysis showed that Smad2 phosphorylation and Nrf2 expression were enhanced in primary keratinocytes from CD109-deficient mice compared with in those from wild-type mice. Although no significant difference was found in conversion rates from papilloma to carcinoma between wild-type and CD109-deficient mice in the carcinogenesis model, we observed fewer and smaller papillomas in CD109-deficient mice than in wild-type mice. Apoptosis and DNA damage marker levels were significantly reduced in CD109-deficient skin compared with in wild-type skin at 24 h after 7, 12-dimethylbenz (α) anthracene treatment. Furthermore, mutation-specific PCR revealed that the mutation frequency of the H-*ras* gene was less in CD109-deficient skin than in wild-type skin in this model. These results suggest that CD109 deficiency suppresses skin tumorigenesis by enhancing TGF-β/Smad/Nrf2 pathway activity and decreasing the mutation frequency of the H-*ras* gene.

## INTRODUCTION

Squamous cell carcinoma (SCC) is the second most common skin cancer, with a rising incidence over the past three decades. Approximately 700,000 new cases of cutaneous SCC are diagnosed annually in the United States of America [1]. Although skin SCCs have a generally favorable prognosis, approximately 1.5%–2% of patients die from the disease [1, 2]. Additionally, skin SCCs are most commonly found in sun-exposed areas of the body, such as the head and neck, where surgery may be disfiguring [2]. Several risk factors are associated with skin SCC, including exposure to ultraviolet light, arsenic, or tobacco; human papilloma virus infection; and exposure to chemicals, including 7, 12-dimethylbenz (α) anthracene (DMBA) [3, 4].

CD109, a glycosylphosphatidylinositol-anchored glycoprotein, is a member of the α_2_-macroglobulin/C3, C4, C5 family of thioester-containing proteins [5–8]. CD109 is a cell surface protein expressed on CD34-positive bone marrow mononuclear cells, activated T lymphoblasts, activated platelets, endothelial cells and mesenchymal stem cell subsets [5, 9–11]. We previously reported high levels of CD109 expression in various tumor cell lines and tumor tissues including SCCs of the lung, esophagus, uterus and oral cavity; malignant melanoma of the skin; and urothelial carcinoma of the urinary bladder [12–20]. CD109 expression was significantly higher in well-differentiated SCCs of the oral cavity than in normal oral mucosa and moderately or poorly differentiated SCCs [17, 20]. These findings suggest that CD109 is associated with tumor development, especially in SCCs. CD109 also functions as a negative regulator of transforming growth factor (TGF)-β signaling in human keratinocytes. CD109 inhibits receptor-regulated Smad (R-Smad) activation, probably by direct modulation of TGF-β receptor activity [21–24]. CD109 is also reportedly associated with human psoriasis [25, 26], and CD109-deficient mice have been shown to exhibit inflammatory cell infiltration of the dermis [27]. The majority of infiltrating cells were found to be T lymphocytes, which were identified as CD3-positive by immunohistochemistry.

Signaling via the TGF-β receptor system induces a wide range of biological responses including cell proliferation, differentiation, migration and apoptosis; tissue remodeling; and immune response [28, 29]. Ligand-mediated assembly of TGF-β receptor (TGFBR) I and TGFBRII initiates an intracellular phosphorylation cascade. Activated TGFBRII transphosphorylates TGFBRI, which subsequently phosphorylates R-Smads such as Smad2/3, which in turn enables the R-Smads to bind a common mediator, Smad4. R-Smad/Smad4 complexes accumulate in the nucleus where they act as transcription factors for target genes [28]. TGF-β functions as a tumor suppressor in precancerous cells, but as an enhancer of invasion and metastasis in more advanced carcinoma cells [29, 30]. In addition, a recent report showed that TGF-β activates p21^WAF1/CIP1^ (p21) and nuclear factor erythroid 2-related factor 2 (Nrf2), thereby enhancing glutathione metabolism and antioxidant response in SCCs *in vivo* [31]. p21 prevents cell cycle progression [31] and activates the Nrf2 transcription factor [32]. Nrf2-deficient mice were found to be more susceptible to skin tumorigenesis [33] and Nrf2 activation protected keratinocytes in the early phase of skin tumorigenesis [34].

We used one of the most frequently used carcinogenesis models, in which topical application of DMBA, a polycyclic aromatic hydrocarbon that induces DNA alteration, was followed by the topical application of tetradecanoyl-phorbol acetate (TPA), which stimulates inflammation and epidermal proliferation [35]. In a previous study using this model, H-*ras^(Q61L)^* mutation, shown to be associated with H-*ras* gene amplification, was detected in papillomas as well as carcinomas [36]. This observation suggests that H-*ras* is an early driver in the carcinogenesis model [35, 36]. In this study, we investigated the role of CD109 in the development of SCC using CD109-deficient mice.

## RESULTS

### CD109 deficiency enhances TGF-β signaling in mouse skin

Although CD109 is reported to function as a negative regulator of TGF-β signaling in human keratinocytes [22–25], we previously observed no effect of CD109 deficiency on the TGF-β signaling pathway in the mouse epidermis *in vivo* [27]. In this study, we first examined TGF-β/Smad signaling in the whole skin of *CD109^+/+^* and *CD109^−/−^* mice. Immunoblot analysis using lysates prepared from the whole skin of *CD109^+/+^* and *CD109^−/−^* mice showed that the TGF-β/Smad signaling pathway was activated in *CD109^−/−^* skin but not in *CD109^+/+^* skin (Figure 1A). Immunohistochemical analysis revealed a higher level of TGF-β1 protein in the dermis of *CD109^−/−^* mice than in that of *CD109^+/+^* mice (Figure 1B). TGF-β1 was undetectable in the epidermis of both *CD109^+/+^* and *CD109^−/−^* mice; the epidermis–dermis junction was more strongly stained with anti-TGF-β1 antibody than the deeper dermis in *CD109^−/−^* skin. Conversely, no apparent differences in TGFBRI or TGFBRII expression were observed immunohistochemically between *CD109^+/+^* and *CD109^−/−^* skin (Supplementary Figure S1A).

**Figure 1:**
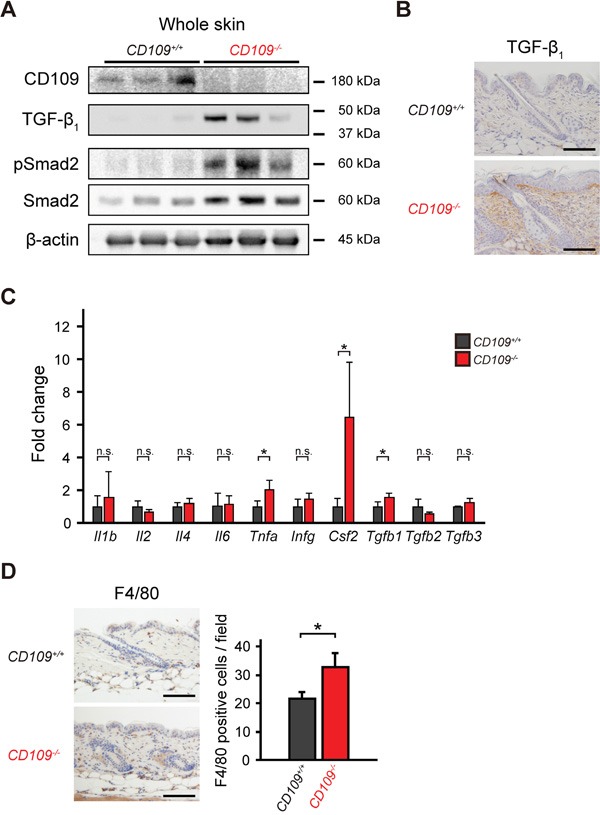
CD109 deficiency enhanced TGF-β signaling and induced macrophage infiltration in mouse skin **A.** Immunoblot analysis of whole-skin lysates from 6-week-old *CD109^+/+^* and *CD109^−/−^* mice using antibodies against CD109, TGF-β1, pSmad2, and Smad2 (n = 3 per group). Expression of β-actin is shown as a loading control. **B.** Immunohistochemical analysis of TGF-β1 expression in the dermis of 6-week-old *CD109^−/−^* and *CD109^+/+^* mice. Scale bars, 100 μm. **C.** Expression levels of mRNAs encoding the indicated cytokines in the skin of 6-week-old *CD109^+/+^* and *CD109^−/−^* mice, determined by quantitative PCR (n = 4 per group). **D.** Immunohistochemical analysis showing F4/80-positive cells (macrophages) in the skin of 6-week-old *CD109^+/+^* and *CD109^−/−^* mice. Right, quantification of F4/80-positive cells in the dermis. Scale bars, 100 μm; n.s., not significant; *P < 0.05.

We next investigated the expression of inflammation-related genes, including *Tgfb1*, in the skin of *CD109^+/+^* and *CD109^−/−^* mice. We used Q-PCR analysis to determine the mRNA expression levels of various cytokines (Figure 1C). There were no significant differences in mRNA levels of several cytokines, including interleukins and interferon-γ, between *CD109^+/+^* and *CD109^−/−^* mice; however *Tgfb1*, *Csf2*, and *Tnfa* mRNA expression levels were significantly higher in *CD109^−/−^* mice than in *CD109^+/+^* mice (*P* < 0.05). In addition to the increase observed in TGF-β1 protein levels (Figure 1B), the protein levels of TNF-α and GM-CSF (encoded by *Csf2*) were higher in the skin of *CD109^−/−^* mice than in that of *CD109^+/+^* mice (Supplementary Figure S1B). GM-CSF is produced by various cells, including macrophages and fibroblasts; it activates macrophages and induces TNF-α production [37]. Immunohistochemical analysis using anti-F4/80 antibody revealed more macrophages infiltrating the dermis of *CD109^−/−^* mice than that of *CD109^+/+^* mice (Figure 1D). These findings indicate that CD109 deficiency not only enhances TGF-β signaling but also induces macrophage infiltration in mouse skin.

To clarify the relationship between the increase in TGF-β1 levels and the increase in the number of macrophages infiltrating the dermis in CD109-deficient mice, we performed macrophage depletion experiments using clodronate liposomes. Macrophage depletion by subcutaneous injection of clodronate lipsomes was confirmed by immunohistochemical analysis with anti-F4/80 antibody (Supplementary Figure S2A). There were no significant differences in the number of F4/80-positive cells between clodronate-treated *CD109^+/+^* and *CD109^−/−^* skin (Supplementary Figure S2A). Additionally, no significant differences were observed in mRNA levels of *Tgfb1*, *Tnfa* and *Csf2* between clodronate-treated *CD109^+/+^* and *CD109^−/−^* skin (Supplementary Figure S2B). These findings suggest that TGF-β1 was at least partly secreted from the macrophages that infiltrated the dermis in CD109-deficient mice.

### Roles of CD109 in DMBA-induced cytotoxicity in primary mouse keratinocytes

A recent study demonstrated that TGF-β enhanced glutathione metabolism and antioxidant response in SCCs via activation of p21 and Nrf2 [31]. To examine the effect of CD109 deficiency on the antioxidant response in keratinocytes, we assessed proliferation rate and viability of primary mouse keratinocytes by WST-1 assay. The proliferation rate of *CD109^+/+^* keratinocytes was significantly higher than that of *CD109^−/−^* keratinocytes in the defined medium without TGF-β (*P* < 0.05; Figure 2A). This finding is consistent with a previous study that showed that CD109-overexpressing HEK293 cells grew faster than control cells [17]. Interestingly, the viability of *CD109^−/−^* keratinocytes was significantly higher than that of *CD109^+/+^* keratinocytes in the presence of DMBA or cisplatin (CDDP), regardless of TGF-β1 pretreatment (*P* < 0.01; Figure 2B, *P* < 0.05; Supplementary Figure S3A). No significant differences were observed in cell viability in the presence of DMBA between TGF-β1-pretreated and PBS-pretreated *CD109^+/+^* keratinocytes (Figure 2B, Supplementary Figure S3B); however, the viability of *CD109^−/−^* keratinocytes in the presence of DMBA was significantly higher after TGF-β1-pretreatment than after PBS-pretreatment (*P* < 0.01; Figure 2B, *P* < 0.05; Supplementary Figure S3C). Additionally, the viability of *CD109^−/−^* keratinocytes in the presence of DMBA was decreased by p21 knockdown using siRNA targeting *p21* (Supplementary Figure S3D and S3E). Moreover, the viability of *CD109^−/−^* keratinocytes pretreated with TGFBRI inhibitor was significantly lower than that of PBS-pretreated *CD109^−/−^* keratinocytes in the presence of DMBA (*P* < 0.01; Supplementary Figure S3C). This finding suggests that resistance of TGF-β to DMBA- or CDDP-induced cytotoxicity was enhanced in *CD109^−/−^* keratinocytes compared with in *CD109^+/+^* keratinocytes. Immunofluorescence analysis showed that Smad2 phosphorylation was elevated in *CD109^−/−^* keratinocytes compared with in *CD109^+/+^* keratinocytes (Figure 2C).

**Figure 2:**
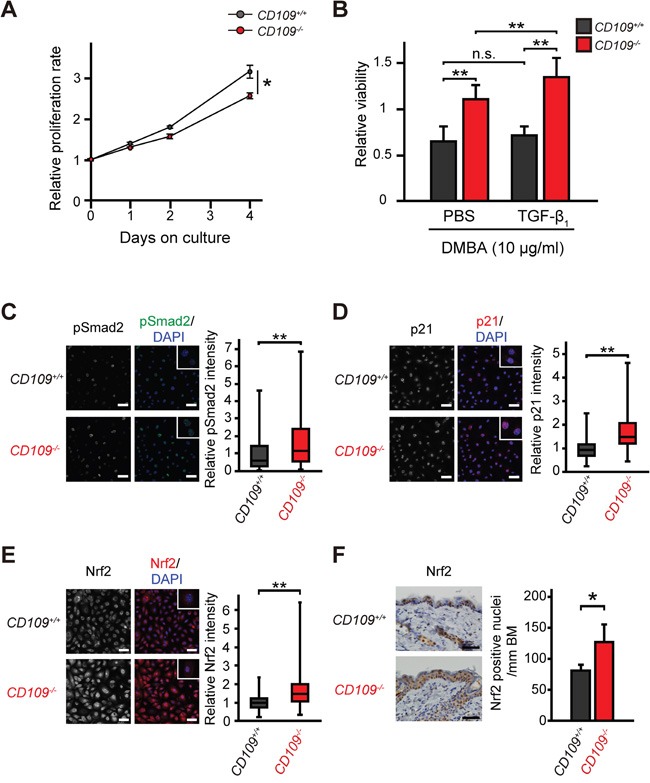
Cellular characteristics of primary mouse keratinocytes **A.** *CD109^+/+^* and *CD109^−/−^* keratinocyte proliferation rates, measured by WST-1 assay (n = 6 per group). **B.** Viability of *CD109^+/+^* and *CD109^−/−^* keratinocytes in the presence of DMBA (10 μg/ml), measured by WST-1 assay (n = 3 per group). Cells were pretreated with PBS only (control) or TGF-β1 (10 ng/ml) for 24 h before incubation with DMBA. **C-E.** Fluorescence immunostaining for pSmad2 (C), p21 (D), and Nrf2 (E) in *CD109^+/+^* and *CD109^−/−^* keratinocytes (n = 90 per group). Insets show higher magnification of positive cells. Scale bars, 50 μm. Right graphs, quantification of immunofluorescence intensity. **F.** Immunohistochemical staining for Nrf2 in the skin of 6-week-old *CD109^+/+^* and *CD109^−/−^* mice (left panels). The number of Nrf2-positive cells in epidermis was counted per mm of basement membrane (BM) (right graph; n = 4 per group). DMBA, 7, 12-dimethylbenz (α) anthracene; *P < 0.05; **P < 0.01.

To investigate the mechanism underlying the increased viability of *CD109^−/−^* keratinocytes in the presence of DMBA or CDDP, we analyzed the expression levels of p21 and Nrf2, mediators of the antioxidant response, which are known to protect against toxic effects of DMBA and CDDP [31, 38]. Immunofluorescence analysis showed that nuclear localization of p21 and Nrf2 was significantly increased in *CD109^−/−^* keratinocytes compared with in *CD109^+/+^* keratinocytes (*P* < 0.01; Figure 2D, 2E). We also examined Nrf2 expression levels *in vivo* using immunohistochemistry, and observed higher Nrf2 expression in the epidermis of 6-week-old *CD109^−/−^* mice than it that of *CD109^+/+^* mice (Figure 2F). In addition, we evaluated detoxification enzymes, some of which are regulated by Nrf2 in keratinocytes [39]. There were no significant differences in the expression levels of detoxification enzymes that are reportedly not regulated by Nrf2 between *CD109^+/+^* and *CD109^−/−^* skins (Supplementary Figure S4A); however, the mRNA and protein levels of several detoxification enzymes that are reportedly regulated by Nrf2 [34, 40] were elevated in *CD109^−/−^* skin compared with in *CD109^+/+^* skin (Supplementary Figure S4B and S4C). Moreover, microarray analysis revealed that Akr1c19, one of the Nrf2-related detoxification enzymes [40], was downregulated in *CD109^+/+^* skin and upregulated in *CD109^−/−^* skin after DMBA treatment, as compared with untreated skin (Supplementary Tables S2 and S3). These findings suggest that CD109 deficiency increases resistance to DMBA- or CDDP-induced cytotoxicity in primary mouse keratinocytes via the TGF-β/p21/Nrf2 pathway.

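The microarray experiment measured gene expression in the whole skin of *CD109+/+* and *CD109-/-* mice, untreated or 24 h after treatment with DMBA, on 1-colour Agilent mouse arrays. Each of the 4 groups had 2 arrays, and the 8 arrays lay on 1 slide that was scanned on 1 day. The deposited labels give acetone, the solvent of DMBA, where the paper writes untreated. The 4 arrays of DMBA-treated skin filled 1 row of the slide and the 4 arrays of untreated skin the other, so treatment and slide row cannot be told apart. The authors read the arrays with Agilent Feature Extraction, which subtracted background and corrected trends across each array, and deposited the intensities on a linear scale without normalization between arrays. Each intensity was converted to log2 and expressed relative to the 75th percentile of its array, which is called the log2 signal here. This percentile was an intensity of 554 and 626 on the arrays of DMBA-treated *CD109+/+* skin, 456 and 382 on those of DMBA-treated *CD109-/-* skin, 563 and 608 on those labelled untreated *CD109+/+*, and 556 and 583 on those labelled untreated *CD109-/-*. Between 63.6% and 67.0% of the spots of each array were well above background, and 0 were saturated. A probe was tested where it was well above background on both arrays of at least 1 group, which gave 36917 probes. The groups were compared with limma, fitted to all 8 arrays, and a probe passed at a Benjamini-Hochberg adjusted p under 0.05. The number of arrays limits the precision. The paper's text does not name the mouse behind each array, so the p-values measure only the spread between samples.
*Cd109*, the gene deleted in *CD109-/-* mice, had a mean log2 signal of 1.39 ± 0.41 in DMBA-treated *CD109+/+* skin and of −7.68 ± 0.23 in DMBA-treated *CD109-/-* skin (SD, n = 2 arrays each). In untreated skin, it was 2.30 and −6.27 on the arrays labelled *CD109+/+* replicates 1 and 2, and 1.90 and −7.89 on the arrays labelled *CD109-/-* replicates 1 and 2. The signal therefore runs against the label on the array labelled untreated *CD109+/+* replicate 2 and on the array labelled untreated *CD109-/-* replicate 1. Where the *Cd109* probe lies relative to the deleted part of the gene is not known here. The paper's immunoblot of whole skin shows CD109 protein in *CD109+/+* skin and none in *CD109-/-* skin (Figure 1A), which does not settle the labels of these arrays. The values in Supplementary Table S5, which lists *Cd109* as lower in *CD109-/-* skin, differ from the deposited value table by a median of 0.002 over 133 probes when these 2 untreated arrays trade places, and by 7.804 with the labels as deposited. Results are given first with the labels as deposited and then with the 2 arrays exchanged, which is called the Table S5 arrangement here and was chosen after seeing the data. Under it, 37144 probes were tested. The exchange was found from the values of these arrays, so its p-values describe the arrays divided in that way and are no independent evidence of an effect of the genotype, least of all for the genes of Table S5, which was made from the same arrays. As labelled, *Cd109* was at least 122-fold lower in *CD109-/-* than in *CD109+/+* skin after DMBA (adjusted p = 0.201 from limma, lower in 4 of 4 array pairs) and had a log2 fold change of −1.01 (SE 3.81, adjusted p = 1) in untreated skin. In the Table S5 arrangement, it was at least 238-fold lower in untreated skin (adjusted p = 0.00421) and at least 122-fold lower after DMBA (adjusted p = 0.00558).

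**Figure D1:**
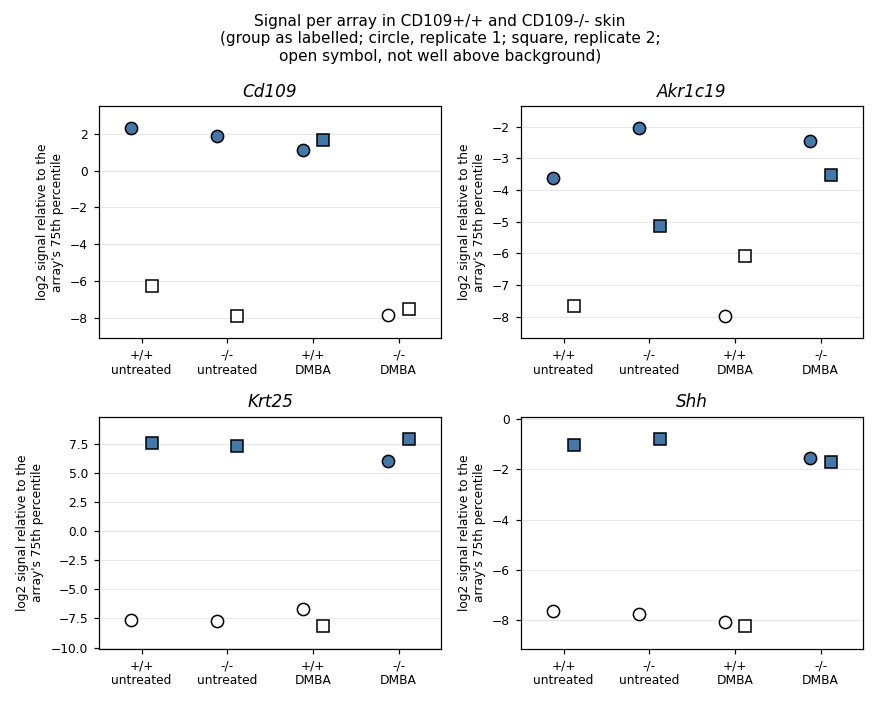
Log2 signal of *Cd109*, *Akr1c19*, *Krt25* and *Shh* on each array relative to the array's 75th percentile, with groups as labelled, circles for replicate 1, squares for replicate 2 and open symbols for spots not well above background. *Krt25*, a keratin of the hair follicle, lies between 6.00 and 7.90 on the 4 arrays with a low *Cd109* signal and between −8.18 and −6.69 on the 4 arrays with a high one, and *Shh* lies between −1.71 and −0.79 on the former and between −8.25 and −7.65 on the latter.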

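*Akr1c19*, an aldo-keto reductase of detoxification, had a mean log2 signal of −7.03 ± 1.33 in *CD109+/+* skin after DMBA and of −5.65 ± 2.86 in untreated *CD109+/+* skin (SD, n = 2 arrays each). This is a log2 fold change of −1.38 (SE 1.62, adjusted p = 0.791 from limma, lower in 3 of 4 array pairs), with 0 of 2 DMBA arrays and 1 of 2 untreated arrays well above background, so its size is not measured. Its mean in *CD109-/-* skin was −2.99 ± 0.75 after DMBA and −3.60 ± 2.17 in untreated skin (SD, n = 2 arrays each), a log2 fold change of 0.61 (SE 1.62, adjusted p = 0.861, higher in 2 of 4 array pairs). The effect of DMBA in *CD109-/-* skin minus that in *CD109+/+* skin was 1.99 (SE 2.29, adjusted p = 0.662). After DMBA, *Akr1c19* was at least 8.36-fold higher in *CD109-/-* than in *CD109+/+* skin (log2 fold change 4.04, adjusted p = 0.187, higher in 4 of 4 array pairs). Under the Table S5 arrangement, *Akr1c19* had a log2 fold change after DMBA of −4.18 in *CD109+/+* skin (SE 1.08, adjusted p = 0.0988, at least 9.23-fold lower) and of 3.41 in *CD109-/-* skin (SE 1.08, adjusted p = 0.213, with 1 of 2 untreated arrays well above background). The difference between them was 7.60 (SE 1.53, adjusted p = 0.106), which rests in part on arrays not well above background, so its size is not measured. The comparison of the genotypes after DMBA had an adjusted p = 0.0501 under that arrangement. *Akr1c19* passed the test in none of these comparisons. With the labels as deposited, the log2 fold change in *CD109+/+* skin was 0.64 without the array labelled untreated *CD109+/+* replicate 1. That in *CD109-/-* skin was −0.93 without the array labelled untreated *CD109-/-* replicate 2. Each is opposite to the value from all arrays. Under the Table S5 arrangement, no left-out array turned the sign, with −5.13 to −3.24 in *CD109+/+* skin and 2.15 to 4.68 in *CD109-/-* skin.
Of the 37 Nrf2 target genes tested, which encode antioxidant, glutathione and detoxification enzymes, 0 passed between the genotypes after DMBA (limma, 12 at an unadjusted p under 0.05, 8 by the methods' t-test unadjusted and 0 adjusted), and 1 was lower when adjusted over the list alone. Their median log2 fold change was −0.46, and as a set they had an adjusted p = 0.56 with an estimated correlation. That test passed for 0 of 189 tests of a gene list, whatever the size of the shift, so it does not decide whether a list moved. *Akr1b8*, an aldo-keto reductase, had a log2 fold change of −1.77 in *CD109-/-* against *CD109+/+* skin after DMBA (SE 0.23, adjusted p = 0.0797) and of 1.70 after DMBA in *CD109+/+* skin (SE 0.23, adjusted p = 0.0851). *Nfe2l2*, which encodes Nrf2, had a log2 fold change of −0.84 in *CD109-/-* against *CD109+/+* skin after DMBA (SE 0.21, adjusted p = 0.112). *Cdkn1a*, which encodes p21, had one of 0.17 (SE 0.36, adjusted p = 0.779). With the Table S5 arrangement, 8 of the 37 Nrf2 target genes were lower and 1 was higher in *CD109-/-* skin after DMBA (11 and 2 when adjusted over the list alone, adjusted p = 0.533 for the set with an estimated correlation). The lower ones included the glutathione transferase *Gsta4* at −1.97 (SE 0.21, adjusted p = 0.0131), *Akr1b8* (SE 0.19, adjusted p = 0.0133) and the quinone reductase *Nqo1* at −1.34 (SE 0.21, adjusted p = 0.0224). The higher one was *Gclc*, which acts in glutathione synthesis, at 1.22 (SE 0.31, adjusted p = 0.0464). *Nfe2l2* was lower under that arrangement (SE 0.13, adjusted p = 0.0231) and *Cdkn1a* did not pass (SE 0.22, adjusted p = 0.596). In untreated skin, 0 Nrf2 targets passed with the labels as deposited (limma, 0 at an unadjusted p under 0.05, 1 by the methods' t-test unadjusted and 0 adjusted). Under the exchange of the 2 arrays, 4 were lower (9 lower and 1 higher when adjusted over the list alone, adjusted p = 0.628 for the set with an estimated correlation). Among them were the aldo-keto reductases *Akr1c18* at −3.29 (SE 0.61, adjusted p = 0.0335) and *Akr1c14* at −2.87 (SE 0.59, adjusted p = 0.0422). The mean log2 signal of 14 hair shaft keratins lay between 0.98 and 5.57 on the 4 arrays with a low *Cd109* signal and between −4.73 and −4.36 on the 4 arrays with a high one. The paper proposes that loss of CD109 raises resistance to DMBA by way of TGF-β, p21 and Nrf2. It draws on the change of *Akr1c19* after DMBA, nuclear p21 and Nrf2, the detoxification enzymes and Smad2 phosphorylation. It also draws on the viability of *CD109-/-* keratinocytes, which exceeded that of *CD109+/+* ones with DMBA or cisplatin. With DMBA, this viability rose after TGF-β1 pretreatment and fell with p21 knockdown or a TGFBRI inhibitor. Those assays are not analysed here.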

### CD109 deficiency suppresses DMBA/TPA-induced skin tumorigenesis

To examine the role of CD109 in skin tumorigenesis *in vivo*, we used a two-stage carcinogenesis model in CD109-deficient mice with chronic skin inflammation. A schematic diagram of the two-stage carcinogenesis protocol using DMBA and TPA is shown in Figure 3A. Macroscopically, we found fewer and smaller skin tumors in *CD109^−/−^* mice compared with in *CD109^+/+^* mice in this model (Figure 3B). The tumors were diagnosed histologically as papillomas at 17 weeks after DMBA initiation. There were no apparent histological differences between *CD109^+/+^* and *CD109^−/−^* papillomas, except for the tumor size (Figure 3C, Supplementary Figure S5A). Skin tumors were counted and measured once a week to quantify the tumor number and size. Skin tumors tended to appear later and tumor number per mouse was significantly lower in *CD109^−/−^* mice than in *CD109^+/+^* mice (*P* < 0.05; Figure 3D). Total tumor volume per mouse was also significantly lower in *CD109^−/−^* mice than in *CD109^+/+^* mice (*P* < 0.05; Figure 3E).

**Figure 3:**
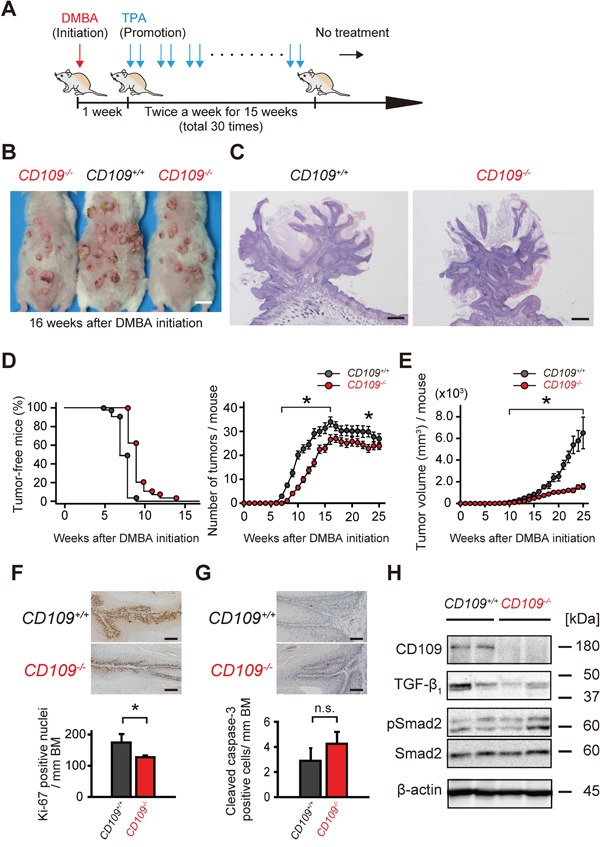
DMBA/TPA-induced skin tumorigenesis was suppressed in *CD109^−/−^* mice **A.** Schematic diagram of the two-stage chemical carcinogenesis protocol in mouse skin. **B.** Representative macroscopic images of *CD109^+/+^* and *CD109^−/−^* mice at 16 weeks after DMBA initiation. Scale bars, 1 cm. **C.** Representative histological images of papillomas isolated from *CD109^+/+^* and *CD109^−/−^* mice at 17 weeks after DMBA initiation. Scale bars, 500 μm. **D.** Percentage of tumor-free mice (left) and average number of tumors per mouse (right) during DMBA/TPA tumorigenesis (27 mice in the *CD109^+/+^* group and 22 mice in the *CD109^−/−^* group). **E.** Tumor volume was significantly decreased in *CD109^−/−^* mice compared with in *CD109^+/+^* mice 10–25 weeks after DMBA initiation (n = 9 per group). **F, G.** Immunohistochemical staining for Ki-67 (F) and cleaved caspase-3 (G) in *CD109^+/+^* and *CD109^−/−^* papillomas at 17 weeks after DMBA initiation (left). The numbers of positive cells in epidermis were counted per mm of basement membrane (BM) (right, n = 6 per group). Scale bars, 100 μm. **H.** Immunoblot analysis of *CD109^+/+^* and *CD109^−/−^* papilloma lysates prepared at 17 weeks after DMBA initiation, using antibodies against CD109, TGF-β1, pSmad2, and Smad2. β-actin expression is shown as a loading control. TPA, 12-*O*-tetradecanoylphorbol-13-acetate; n.s., not significant; *P < 0.05.

Epidermal basal cell proliferation and keratinocyte apoptosis in papillomas were assessed immunohistochemically by staining with anti-Ki-67 and anti-cleaved caspase-3 antibodies, respectively. The number of Ki-67-positive cells was significantly higher in papillomas of *CD109^+/+^* mice than in those of *CD109^−/−^* mice at 17 weeks after DMBA initiation (*P* < 0.05; Figure 3F, Supplementary Figure S5B). However, no significant difference in the number of cleaved caspase-3-positive cells was detected between the two mouse groups (Figure 3G, Supplementary Figure S5C).

To address the mechanism of increased resistance to DMBA/TPA-induced tumorigenesis in *CD109^−/−^* skin, lysates from the papillomas were subjected to immunoblot analysis using antibodies against TGF-β1, phospho-Smad2 and Smad2 (Figure 3H). The results show that there were no apparent changes in the levels of TGF-β1 expression or Smad2 phosphorylation between *CD109^+/+^* and *CD109^−/−^* papillomas.

We sacrificed the mice at 25 or 40 weeks after DMBA initiation and performed pathological analyses (Table 1, Supplementary Table S4). Our study did not show any correlation between CD109 deficiency and pathological features of invasive tumors (SCCs), such as malignant conversion rate, histological differentiation (Supplementary Figure S5D), invasion depth (Table 1, Supplementary Table S4) or number of metastatic lesions (Supplementary Figure S5E). These findings suggest that CD109 deficiency suppresses squamous cell papilloma formation *in vivo*, and that the chronic skin inflammation observed in *CD109^−/−^* mice with increased *Tgfb1*, *Csf2*, and *Tnfa* expression may reduce early-stage tumorigenesis, but not malignant conversion.

**Table 1:** Pathological analysis of skin tumors from *CD109^+/+^* and *CD109^−/−^* mice at 25 weeks after DMBA initiation

*CD109* genotypes	+/+	−/−	*P* value
Number of mice	9	9	
Total number of tumors	258	193	
Total number of invasive tumors	36	31	
Malignant conversion rate^a)^	14.0%	16.1%	0.53
**Primary skin lesions**			
Invasive tumor size (μm)	6.9 ± 0.7	5.8 ± 0.5	0.20
Differentiation			0.57
Conventional SCCs^b)^			
Well differentiated	26 (72%)	20 (65%)	
Moderately differentiated	6 (17%)	9 (29%)	
Poorly differentiated	3 (8%)	1 (3%)	
Spindle cell carcinoma	1 (3%)	1 (3%)	
Invasion depth			0.43
Dermis	32 (89%)	30 (97%)	
Hypodermis	3 (8%)	1 (3%)	
Muscle	1 (3%)	0 (0%)	
**Metastatic lesions**	2/9 (22%)	0/9 (0%)	0.13

a) Malignant conversion rate = total number of invasive tumors/total number of tumors

b) SCCs, squamous cell carcinomas

### DMBA/TPA-induced epidermal proliferation is suppressed in *CD109^−/−^* mice

We next compared the histological changes in dorsal skin before papilloma formation between *CD109^+/+^* and *CD109^−/−^* mice. Compared with that of *CD109^−/−^* mice, the skin of *CD109^+/+^* mice exhibited apparent thickening of the epidermis at 9 weeks after DMBA initiation (Figure 4A). We also performed immunohistochemical analysis using antibodies against TGF-β1 and Nrf2. TGF-β1 expression levels tended to be higher in *CD109^−/−^* skin than in *CD109^+/+^* skin at each time point, but no significant differences were observed in Nrf2 staining at 5 or 9 weeks after DMBA initiation (Supplementary Figure S6).

**Figure 4:**
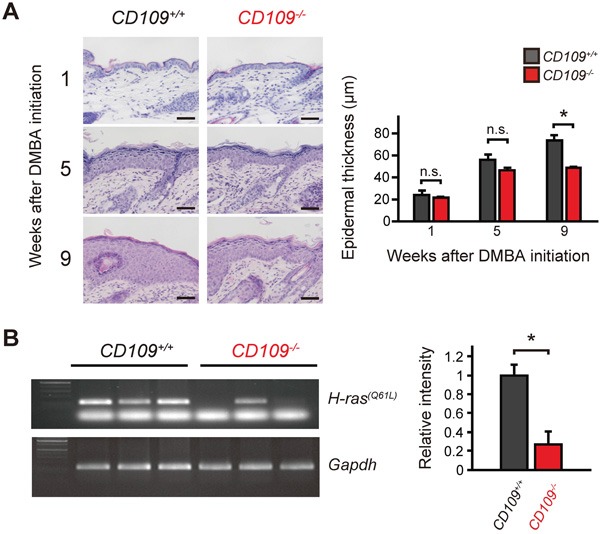
DMBA/TPA-induced proliferation of epidermal keratinocytes was suppressed in *CD109^−/−^* mice **A.** Left, representative microscopic images of *CD109^+/+^* and *CD109^−/−^* skins treated with DMBA alone (1 week after DMBA initiation) or DMBA and TPA (5 and 9 weeks after DMBA initiation). Right, quantification of epidermal thickness at indicated time points in *CD109^+/+^* and *CD109^−/−^* skins (n = 4 per group). Scale bars, 50 μm. **B.** H-*ras^(Q61L)^* mutation-specific PCR assay using genomic DNA from *CD109^+/+^* and *CD109^−/−^* skins at 9 weeks after DMBA initiation (left). Right, quantification of signal intensity of mutant H-*ras^(Q61L)^* normalized to that of *Gapdh* (n = 3 per group). n.s., not significant; *P < 0.05.

### H-*ras* mutation induced by DMBA/TPA treatment is less frequent in *CD109^−/−^* skin than in *CD109^+/+^ skin*

This finding prompted us to examine genetic changes before papilloma formation. Because H-*ras^(Q61L)^* mutation was reportedly found before the appearance of papillomas [36], we assessed H-*ras^(Q61L)^* gene mutation in skin using a mutation-specific PCR assay at 9 weeks after DMBA initiation. At this time point, no or few papillomas were observed in skin (Figure 3D). In this assay, less frequent mutation of the H-*ras^(Q61L)^* gene was detected in genomic DNA from *CD109^−/−^* skins compared with in that from *CD109^+/+^* skins (Figure 4B). We also investigated the effects of CD109 deficiency on epidermal proliferation with TPA treatment alone using a TPA-induced skin inflammation model (Supplementary Figure S7A); however, we identified no significant differences between *CD109^+/+^* and *CD109^−/−^* mice in epidermal thickness, the number of Ki-67-positive cells or inflammation-related gene expression levels (Supplementary Figure S7B–D). These results suggest that CD109 plays a role in the earlier phase of skin tumorigenesis, such as in DMBA-induced H-*ras^(Q61L)^* mutation.

### CD109 deficiency decreases skin sensitivity to DMBA

To investigate the role of CD109 in the skin response to DMBA, we performed immunohistochemical analysis of *CD109^+/+^* and *CD109^−/−^* skins at 24 h after DMBA treatment (Figure 5). Although there was no significant difference in the number of Ki-67-positive cells between *CD109^+/+^* and *CD109^−/−^* skins, the number of cells positive for phospho-p53 as a cellular stress marker [41], cleaved caspase-3 as an apoptosis marker, and phospho-H2AX as a DNA damage marker [42] were reduced in *CD109^−/−^* skins compared with *CD109^+/+^* skins. These results suggest that CD109 deficiency decreases skin sensitivity to cellular stress including DNA damage by DMBA, resulting in less frequent mutation of the H-*ras^(Q61L)^* gene.

**Figure 5:**
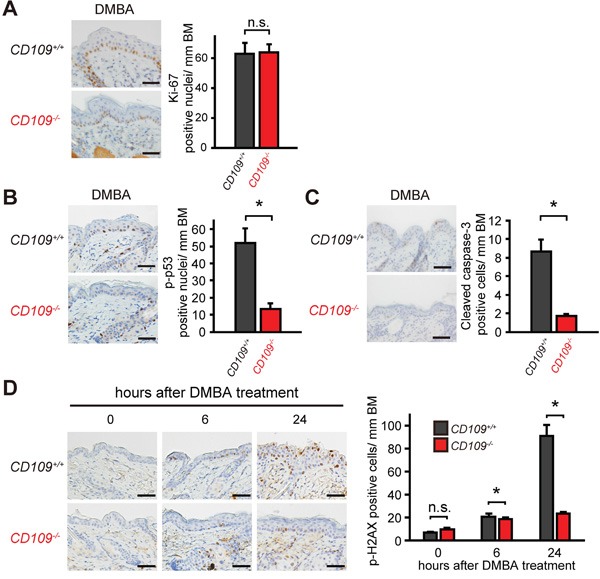
CD109 deficiency decreased skin sensitivity to DMBA **A-C.** Immunohistochemical staining for Ki-67 (A), p-p53 (B), and cleaved caspase-3 (C) in *CD109^+/+^* and *CD109^−/−^* skins at 24 h after DMBA treatment (left panels). The numbers of positive cells in epidermis were counted per mm of basement membrane (BM) (right graphs; n = 4 per group). Scale bars, 100 μm. **D.** Immunohistochemical staining for p-H2AX in *CD109^+/+^* and *CD109^−/−^* skins at 0, 6 and 24 h after DMBA treatment (left panels). The number of p-H2AX-positive cells in epidermis was counted per mm of BM (right graph; n = 4 per group). Scale bars, 100 μm. n.s., not significant; *P < 0.05.

## DISCUSSION

We previously reported that CD109 is associated with human tumor development, especially in SCCs [12–14, 17, 20]. In this study, we therefore investigated the role of CD109 in skin tumorigenesis *in vivo*, using a two-stage carcinogenesis model in CD109-deficient mice. The number and size of papillomas were significantly decreased in *CD109^−/−^* mice compared with in *CD109^+/+^* mice; however, we found no significant differences in malignant conversion rate, histological type or invasion/metastasis between *CD109^+/+^* and *CD109^−/−^* tumors. Our data suggest that the chronic skin inflammation with TGF-β protein expression in the dermis that is observed in *CD109^−/−^* mice reduces early-stage skin tumorigenesis, but does not influence malignant conversion. Although the mechanisms underlying the development and progression of the corresponding human skin disease remain elusive, CD109 deficiency may be a factor in the tumor-suppressing effects of chronic skin inflammation.

While CD109 is reported to function as a negative regulator of TGF-β signaling in human keratinocytes [22–25], we previously observed no effect of CD109 deficiency on the TGF-β signaling pathway in physiological and pathological conditions *in vivo* [27]. In this study, we showed that CD109 deficiency enhances TGF-β/Smad signaling in whole skin, including dermis, and Nrf2 expression in the epidermis in skin tumorigenesis. Recently, Oshimori et al. [31] reported that the TGF-β/p21/Nrf2 pathway plays an important role in antioxidant metabolism in skin SCC. TGF-β was detected in skin stroma and Smad2 phosphorylation was enhanced in some skin stromal cells. The authors also detected Nrf2 and p21 expression in TGF-β-responding tumor cells at the tumor–stromal interface [31]. In addition, Nrf2-deficient mice were reported to be more susceptible to DMBA-induced skin tumorigenesis [33] and Nrf2 activation protected keratinocytes in the early phase of skin tumorigenesis [34]. These results are consistent with our data, suggesting that CD109 deficiency increases DMBA metabolism via the TGF-β/p21/Nrf2 pathway and resistance to DMBA-induced H-*ras* mutation in mouse keratinocytes.

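In *CD109+/+* skin, the neutrophil genes *Mmp8* and *Cxcr2* and the cytokine gene *Il1b* were higher 24 h after DMBA than in untreated skin. *Mmp8*, the collagenase of neutrophils, had a log2 fold change of 4.31 (SE 0.35, adjusted p = 0.0284 from limma, n = 2 arrays per group, higher in 4 of 4 array pairs). The neutrophil chemokine receptor *Cxcr2* rose by 3.81 (SE 0.40, adjusted p = 0.0494). The inflammatory cytokine *Il1b* rose by 3.54 (SE 0.37, adjusted p = 0.0465). *Acod1*, which makes itaconate in activated macrophages, rose by 4.73 (SE 0.44, adjusted p = 0.0362). *Krt16*, a keratin of activated epidermis, rose by 3.45 (SE 0.36, adjusted p = 0.0465), and *Timp1*, an inhibitor of metalloproteinases, by 3.47 (SE 0.35, adjusted p = 0.043). *Prok2*, a prokineticin, and *Sprr2k*, a gene of the cornified envelope, were at least 9.55-fold and at least 10-fold higher (adjusted p = 0.0298 and adjusted p = 0.0465). The potassium channel subunit *Kcnmb2* was at least 6.03-fold lower (adjusted p = 0.00983). In all, 54 probes were higher and 14 were lower in *CD109+/+* skin after DMBA. Of 9 neutrophil genes, 2 rose, *Mmp8* and *Cxcr2* (3 when adjusted over the list alone, adjusted p = 0.537 for the set with an estimated correlation). Of 18 macrophage genes, 17 had a positive value, with a median of 1.35, and 0 passed (5 when adjusted over the list alone, adjusted p = 0.58 for the set with an estimated correlation). Hair shaft keratins had a median of −4.73, keratin-associated proteins −4.91 and the inner root sheath −4.24, and 0 passed. The mean log2 signal of 14 hair shaft keratins was −4.36 and 4.42 on the arrays labelled untreated *CD109+/+* replicates 1 and 2. Of 25 genes of the TGF-beta response, 1 rose, *Timp1*, as did 1 of the 10 cytokines assayed by Q-PCR in Figure 1C, *Il1b* (1 and 2 when adjusted over the list alone, adjusted p = 0.58 for either set with an estimated correlation). Of 32 p53 targets, genes of the response to DNA damage, and of 12 Ah receptor targets, genes of the response to aromatic hydrocarbons, 0 passed (limma, 6 and 2 at an unadjusted p under 0.05, 4 and 1 by the methods' t-test unadjusted, and 0 adjusted). In the Table S5 arrangement, 897 probes were higher and 423 lower in *CD109+/+* skin after DMBA. The chemokine *Cxcl5* was at least 214-fold higher (adjusted p = 0.00954), and the cytokine *Il6* rose by 3.60 (SE 0.31, adjusted p = 0.0135). Of the p53 targets, 5 rose and 0 fell (9 and 1 when adjusted over the list alone, adjusted p = 0.918 for the set with an estimated correlation). Among them were *Gtse1*, a gene of the cell cycle, at 2.08 (SE 0.15, adjusted p = 0.0101) and the death receptor *Tnfrsf10b* at 1.18 (SE 0.15, adjusted p = 0.0239). With the labels as deposited, the count of 68 probes became 0 when the fit held only the 4 arrays compared or left out *CD109+/+* DMBA replicate 1, 1 without *CD109+/+* DMBA replicate 2, and 1 higher and 2 lower without either *CD109-/-* DMBA array. The split turned to 38 higher and 150 lower without the array labelled untreated *CD109+/+* replicate 1, to 27 and 140 without that labelled replicate 2, and to 34 and 163 without both arrays whose labels are in doubt, so that a majority of higher probes depends on single arrays. Under the Table S5 arrangement, the 1320 probes became 54 without *CD109+/+* DMBA replicate 1 and 118 without *CD109+/+* DMBA replicate 2. They became 243 higher and 244 lower, 165 and 40, 186 and 235, and 141 and 35 without the arrays labelled untreated *CD109+/+* replicates 1 and 2 and untreated *CD109-/-* replicates 1 and 2.
In *CD109-/-* skin, 0 probes passed after DMBA with the labels as deposited (limma, smallest adjusted p = 0.168, 5268 at an unadjusted p under 0.05, 2035 by the methods' t-test unadjusted and 0 adjusted). *Il1b* had a log2 fold change of −1.23 there (SE 0.37, adjusted p = 0.282), and the effect of DMBA on *Il1b* in *CD109-/-* skin minus that in *CD109+/+* skin was −4.76 (SE 0.52, adjusted p = 0.178). With the Table S5 arrangement, 5 probes passed in *CD109-/-* skin, against 3226 higher and 261 lower with the normexp background. Of the 5, 2 were higher, 1 of *BC039966* (adjusted p = 0.0443) and 1 without a gene name. *BC039966* was well above background on none of the arrays compared, so that its change is not measured. The olfactory receptor *Olfr117* (at least 3.47-fold, adjusted p = 0.0106), the vomeronasal receptor *Vmn2r26* (at least 3.04-fold, adjusted p = 0.0106) and *9230009I02Rik* (at least 1.32-fold, adjusted p = 0.0458) were lower. The difference of the DMBA effect between the genotypes passed for 0 probes with the labels as deposited (limma, smallest adjusted p = 0.0536, 5676 at an unadjusted p under 0.05, 4634 by the paper's 2-way test of variance unadjusted and 0 adjusted) and for 10 with the Table S5 arrangement, where that of *Il1b* was −4.04 (SE 0.40, adjusted p = 0.0586). With the labels as deposited, 24, 87, 113 and 4 probes were higher and 1, 5, 2 and 39 lower for this difference without *CD109-/-* DMBA replicate 2, the arrays labelled untreated *CD109+/+* replicates 1 and 2, and that labelled untreated *CD109-/-* replicate 2. For the DMBA effect in *CD109-/-* skin, 20, 50 and 16 were higher and 0, 0 and 118 lower without *CD109-/-* DMBA replicates 1 and 2 and the array labelled untreated *CD109-/-* replicate 2.

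**Figure D2:**
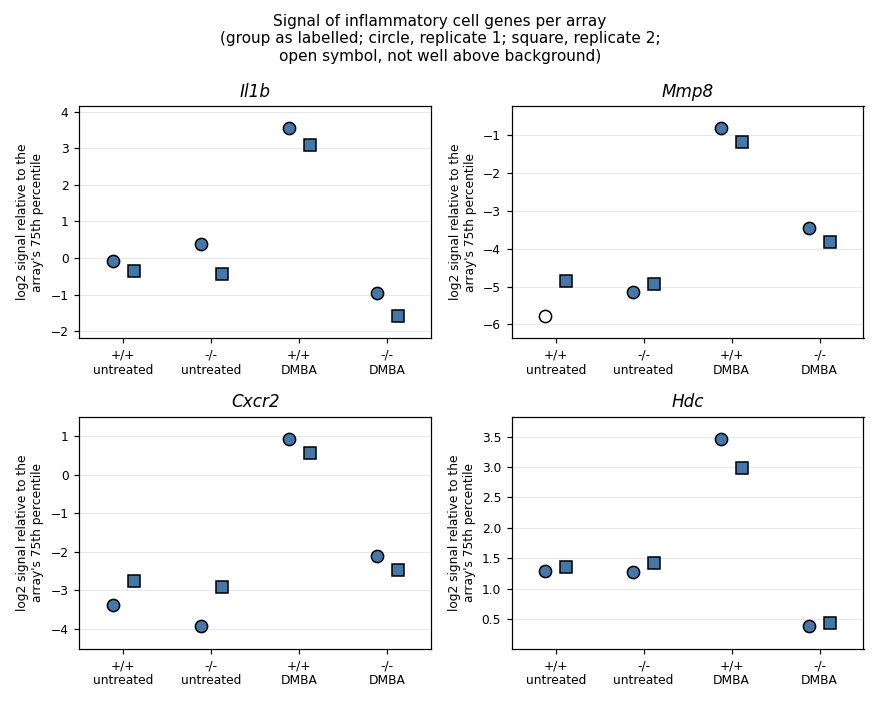
Log2 signal of *Il1b*, *Mmp8*, *Cxcr2* and *Hdc* on each array relative to the array's 75th percentile, with groups as labelled, circles for replicate 1, squares for replicate 2 and open symbols for spots not well above background. *Il1b* lies at 3.54 and 3.10 in DMBA-treated *CD109+/+* skin, at −0.95 and −1.58 in DMBA-treated *CD109-/-* skin, and between −0.45 and 0.38 in untreated skin.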

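After DMBA, *Il1b* and *Hdc* were lower in *CD109-/-* than in *CD109+/+* skin. *Il1b*, the inflammatory cytokine, had a mean log2 signal of −1.26 ± 0.44 in *CD109-/-* skin and of 3.32 ± 0.31 in *CD109+/+* skin (SD, n = 2 arrays each), a log2 fold change of −4.58 (SE 0.37, adjusted p = 0.0356 from limma, lower in 4 of 4 array pairs). *Hdc*, which makes histamine in mast cells, had a mean of 0.41 ± 0.04 in *CD109-/-* skin and of 3.22 ± 0.34 in *CD109+/+* skin (SD, n = 2 arrays each), a log2 fold change of −2.81 (SE 0.20, adjusted p = 0.0356). In all, 6 probes were higher and 28 were lower in *CD109-/-* skin after DMBA. With the replicate number as a block, 773 were higher and 919 lower, though the labels do not pair the replicates. Of the 10 cytokines assayed by Q-PCR, 1 was lower, *Il1b* (3 when adjusted over the list alone), and of 11 mast cell genes, 1 was lower, *Hdc* (5 lower and 1 higher when adjusted over the list alone, adjusted p = 0.56 for either set with an estimated correlation). Of 18 macrophage genes, 0 passed over all probes (limma, 16 at an unadjusted p under 0.05, 9 by the methods' t-test unadjusted and 0 adjusted), and 16 were lower when adjusted over the list alone, with a median log2 fold change of −1.82 (adjusted p = 0.56 for the set with an estimated correlation). The lipopolysaccharide receptor *Cd14* had a log2 fold change of −2.93 (SE 0.44, adjusted p = 0.0867), and the tetraspan-like *Ms4a7* one of −2.28 (SE 0.32, adjusted p = 0.0867). Of 18 genes of the interferon response and 9 neutrophil genes, 0 passed over all probes (limma, 9 and 5 at an unadjusted p under 0.05, 3 and 3 by the methods' t-test unadjusted, and 0 adjusted), and 1 and 4 were lower when adjusted over the list alone (adjusted p = 0.56 for either set with an estimated correlation). Their median log2 fold changes were −1.89 and −1.09, with the chemokine *Cxcl10* at −2.70 (SE 0.39, adjusted p = 0.0867) and *Mmp8* at −2.63 (SE 0.35, adjusted p = 0.0822). Of 25 genes of the TGF-beta response, 11 TGF-beta ligands, receptors and Smads, 12 Ah receptor targets and 32 p53 targets, 0 passed (limma, 7, 3, 5 and 3 at an unadjusted p under 0.05, 5, 2, 3 and 3 by the methods' t-test unadjusted, and 0 adjusted). When adjusted over the list alone, 1 gene of the response, 1 of the ligands and receptors and 3 Ah receptor targets were lower and 1 Ah receptor target was higher (adjusted p = 0.797, 0.56 and 0.56 for the sets with an estimated correlation, and 0.666 for the p53 targets). *Tgfb1*, which encodes the ligand TGF-β1, had a log2 fold change of −1.20 (SE 0.23, adjusted p = 0.101).
The log2 fold changes between the genotypes after DMBA rest on the 4 DMBA arrays and are the same under the Table S5 arrangement, where 4267 probes were higher and 3172 lower in *CD109-/-* skin. Of the macrophage genes, 12 were lower and 0 higher (17 and 1 when adjusted over the list alone), among them *Cd14* (adjusted p = 0.0204), the lysosomal glycoprotein *Cd68* at −2.52 (adjusted p = 0.0212) and the scavenger receptor *Msr1* at −2.55 (adjusted p = 0.0287). Of the interferon response, 7 genes were lower and 0 higher (12 and 0 when adjusted over the list alone), with *Cxcl10* (adjusted p = 0.0179) and *Ifit1*, an interferon-induced antiviral gene, at −2.60 (adjusted p = 0.0348). Of the neutrophil genes, 4 were lower and 0 higher (5 and 1 when adjusted over the list alone), with *Cxcr2* at −3.02 (adjusted p = 0.0091) and the gelatinase *Mmp9* at −3.19 (adjusted p = 0.0303). Of the mast cell genes, 5 were lower and 1 was higher (7 and 1 when adjusted over the list alone), with the mast cell protease *Cpa3* at −1.30 (adjusted p = 0.0354) and the receptor *Kit* at 1.63 (adjusted p = 0.0218). Of the TGF-beta response, 5 genes were lower and 2 higher (6 and 3 when adjusted over the list alone), with *Tgfbi*, an extracellular matrix protein, at −1.62 (adjusted p = 0.0227) and *Cdkn2b*, an inhibitor of the cell cycle, at 1.24 (adjusted p = 0.0349). The list's median of −0.14 became 0.03 after quantile normalization and 0.02 with the deposited value table. Of the ligands, receptors and Smads, 3 were lower and 0 higher (5 and 0 when adjusted over the list alone), namely *Tgfb1* (adjusted p = 0.0294) and the receptors *Tgfbr2* at −1.39 (adjusted p = 0.035) and *Tgfbr3* at −1.13 (adjusted p = 0.0273). Of the cytokines, 3 were lower and 0 higher (6 and 0 when adjusted over the list alone), *Il1b* (adjusted p = 0.00558), *Il6* at −3.18 (adjusted p = 0.0115) and *Tgfb1*. Of the Ah receptor targets, 5 were lower and 2 higher (5 and 2 when adjusted over the list alone), with the monooxygenase *Fmo2* at −1.24 (adjusted p = 0.0246), the glucuronosyltransferase *Ugt1a6a* at 1.46 (adjusted p = 0.0385) and the cytochrome P450 *Cyp2s1* at 1.36 (adjusted p = 0.0303). Of the p53 targets, 2 were higher and 1 lower (0 and 0 when adjusted over the list alone). They were the apoptosis gene *Bbc3* at 0.60 (adjusted p = 0.0366), *Psrc1*, a gene of the spindle, at 0.62 (adjusted p = 0.044) and the death receptor *Fas* at −0.89 (adjusted p = 0.0485). Their list's median of 0.04 became −0.29 with median centring. As sets with an estimated correlation, the p53 targets and the TGF-beta response had an adjusted p = 0.72, and the other 7 lists an adjusted p = 0.522. On the same arrays, the mean log2 signal of 14 hair shaft keratins was −4.73 and −4.68 in DMBA-treated *CD109+/+* skin and 0.98 and 5.57 in DMBA-treated *CD109-/-* skin. As labelled, the count of 34 probes became 0 when the fit held only the 4 arrays compared. It was also 0 without a filter on dim probes and with the hair score as a covariate, which gave 15 under the Table S5 arrangement. As labelled, the split was 2 higher and 57 lower with quantile normalization and 6 higher and 84 lower with median centring. It turned to a majority of higher probes when either *CD109-/-* DMBA array was left out. Most of the calls were lost without any 1 of the other arrays. A majority of lower probes therefore depends on single arrays as well. In the Table S5 arrangement, the count of 7439 became 0 with only the 4 arrays compared, 69 were higher and 53 lower, and 91 and 110, without *CD109+/+* DMBA replicates 1 and 2, and 13300 and 1280 without *CD109-/-* DMBA replicates 1 and 2. There were 2272, 2931, 2458 and 2389 without the arrays labelled untreated *CD109+/+* replicates 1 and 2 and untreated *CD109-/-* replicates 1 and 2, and median centring gave 2704 higher and 8230 lower.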

Although we performed microarray analysis of the skin of DMBA-untreated or -treated *CD109^+/+^* and *CD109^−/−^* mice, we did not detect any changes to suggest possible mechanisms for the effects observed other than the TGF-β/p21/Nrf2 pathway. However, it is interesting to note that altered expression of genes including *Tpsab1*, *Shh*, *S100a7a* and *Il20*, which are associated with tumorigenesis or psoriasis, was observed in the microarray analysis (Supplementary Tables S3 and S5). 

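*Shh*, the hedgehog ligand of the growing hair follicle, had a log2 fold change between *CD109-/-* and *CD109+/+* skin of 0.06 in untreated skin (SE 2.81, adjusted p = 1 from limma, n = 2 arrays per group) and of 6.55 after DMBA (SE 2.81, adjusted p = 0.207, at least 22-fold, higher in 4 of 4 array pairs). *S100a7a*, which encodes the epidermal calcium-binding protein S100A15, had log2 fold changes of 0.35 (SE 2.74, adjusted p = 1) and of 3.74 (SE 2.74, adjusted p = 0.398). *Il20*, a cytokine that acts on keratinocytes, was well above background on both arrays of no group and was not tested, and its log2 fold changes were −0.28 in untreated skin and 0.68 after DMBA. Under the Table S5 arrangement, *Shh* was at least 27.3-fold higher in untreated *CD109-/-* skin (log2 fold change 6.79, SE 0.15, adjusted p = 3.4e-04) and at least 22-fold higher after DMBA (SE 0.15, adjusted p = 4.2e-04). *S100a7a* was at least 32.5-fold higher in untreated *CD109-/-* skin (log2 fold change 6.01, SE 1.16, adjusted p = 0.0369) and did not pass after DMBA (adjusted p = 0.0674). *Il20* was at least 5-fold higher in untreated *CD109-/-* skin (log2 fold change 4.38, SE 0.48, adjusted p = 0.00937) and did not pass after DMBA (adjusted p = 0.319). *Shh*, *S100a7a* and *Il20* stand in Table S5, so their direction under that arrangement is not independent evidence. The accessions used here name no probe for *Tpsab1*, a tryptase of mast cells. A probe under an accession without a gene name is not excluded, and *Tpsab1* is not analysed here. *Tpsb2*, another mast cell tryptase, had a log2 fold change of −1.27 after DMBA (SE 0.27, adjusted p = 0.104) and was lower with the Table S5 arrangement (SE 0.20, adjusted p = 0.0227).
Of 28 psoriasis-associated genes tested, 0 passed between the genotypes in untreated skin (limma, 2 at an unadjusted p under 0.05, 1 by the methods' t-test unadjusted and 0 adjusted) and 0 after DMBA (13 at an unadjusted p under 0.05, 12 by the methods' t-test unadjusted and 0 adjusted). After DMBA, 9 of them were lower in *CD109-/-* skin when adjusted over the list alone, with a median log2 fold change of −0.81 (adjusted p = 0.595 for the set with an estimated correlation). The keratins of activated epidermis *Krt16* and *Krt6a* had log2 fold changes of −3.33 (SE 0.36, adjusted p = 0.0678) and −3.24 (SE 0.46, adjusted p = 0.0867). In *CD109+/+* skin after DMBA, *Krt16* was the 1 of the 28 that rose (10 when adjusted over the list alone, adjusted p = 0.58 for the set with an estimated correlation). With the Table S5 arrangement, 4 of 29 were higher and 1 lower in untreated *CD109-/-* skin (9 and 1 when adjusted over the list alone, adjusted p = 0.597 for the set with an estimated correlation). *S100a7a* and *Il20* were among the higher ones with the chemokine *Cxcl1* at 1.08 (SE 0.24, adjusted p = 0.0475), and the lower one was the cytokine *Il1f9* at −1.74 (SE 0.30, adjusted p = 0.0288). After DMBA, 9 were lower and 3 higher (11 and 4 when adjusted over the list alone, adjusted p = 0.617 for the set with an estimated correlation). The lower ones included the chemokines *Cxcl5* at −6.03 (SE 0.64, adjusted p = 0.0131) and *Cxcl2* at −4.45 (SE 0.67, adjusted p = 0.0219) and the cytokine *Il19* at −4.42 (SE 0.71, adjusted p = 0.0232), while the T cell cytokine *Il17a* was at least 12.5-fold higher (adjusted p = 0.0258). In *CD109+/+* skin after DMBA, 12 rose and 0 fell (20 and 0 when adjusted over the list alone, adjusted p = 0.564 for the set with an estimated correlation). Among them were *S100a9*, a calcium-binding protein of neutrophils, at 5.16 (SE 0.77, adjusted p = 0.0317) and *Cxcl2* (at least 43.8-fold, adjusted p = 0.0192). The mean log2 signal of 14 hair shaft keratins lay between 0.98 and 5.57 on the 4 arrays with a low *Cd109* signal and between −4.73 and −4.36 on the 4 arrays with a high one.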

Altered expression of tryptase α1 and β1, encoded by *Tpsab1*, has been reported to be associated with SCC; however, it is controversial whether they are increased or decreased in SCC [43, 44]. Sonic hedgehog, encoded by *Shh*, is well known to be involved in basal cell carcinoma formation [45], but to our knowledge, there have been no reports implicating Shh in SCC carcinogenesis. S100A15, encoded by *S100a7a*, and IL-20 are known to be upregulated in psoriatic skin [46, 47], which is similar to the phenotype of CD109-deficient mice [27].

Interestingly, we detected more TGF-β protein in the dermis of *CD109^−/−^* mice than in that of *CD109^+/+^* mice. While CD109 is known to negatively regulate TGF-β signaling in human keratinocytes, probably by direct modulation of receptor activity [21–24], our finding implies that CD109 might also suppress TGF-β signaling via reduction of TGF-β in the dermis. Notably, we detected a strong TGF-β signal in the epidermis–dermis junction in *CD109^−/−^* skin by immunohistochemistry using anti-TGF-β antibody, whereas TGF-β was undetectable in the epidermis. This result suggests that the epidermal–dermal interaction, involving TGF-β signaling, could contribute to the suppression of DMBA/TPA-induced epidermal proliferation in *CD109^−/−^* mice. Additionally, the finding that Smad2 phosphorylation levels were similar between *CD109^+/+^* and *CD109^−/−^* papillomas could result from the lower amount of stroma found in papillomas compared with in normal skin. One limitation of this study is that it does not address the mechanism underlying the increase in TGF-β levels in *CD109^−/−^* dermis. Although speculative, it is interesting to consider that TGF-β in *CD109^−/−^* dermis may result from increased secretion of TGF-β by dermal stromal cells, such as fibroblasts or macrophages.

Although the epidermal thickness and BrdU-positive ratio (proliferation index) were significantly increased in the epidermis of *CD109^−/−^* mice compared with in that of *CD109^+/+^* mice without DMBA/TPA treatment in our previous study [27], the epidermal thickness and the number of Ki-67-positive cells was significantly decreased in DMBA/TPA-treated skin of *CD109^−/−^* mice compared with in that of *CD109^+/+^* mice in this study. This difference suggests that CD109 deficiency suppresses DMBA/TPA-induced epidermal hyperplasia or papilloma formation by a mechanism different from those operating under physiological conditions as observed in our previous study. In addition, we previously reported that CD109 expression levels were significantly higher in well-differentiated SCCs of the oral cavity and in low-grade urothelial carcinomas of the urinary bladder than in moderately or poorly differentiated SCCs and in high-grade urothelial carcinomas, respectively [17, 19, 20]. These results suggest that CD109 expression may be associated with tumor differentiation. However, we found no significant differences in the histological differentiation of carcinomas between *CD109^+/+^* and *CD109^−/−^* mice in the present study. Further investigation is necessary to clarify the role of CD109 in invasion, differentiation, and metastasis of skin cancer.

In conclusion, our findings suggest that CD109 deficiency plays a role in suppression of the mutation rate of the H-*ras* gene in the early phase of DMBA/TPA-induced skin tumorigenesis by enhancing the TGF-β/p21/Nrf2 pathway, and significantly reduces the number and size of papillomas. Further analyses using different types of tumorigenesis models such as ultraviolet radiation would provide insights into the mechanism of the tumor-suppressing effects of CD109 associated with chronic inflammation.

## MATERIALS AND METHODS

### Mice

Wild-type FVB/N (*CD109^+/+^*) mice were purchased from CLEA Japan, Inc. (Tokyo, Japan). *CD109^−/−^* mice were generated as previously described [27] and backcrossed onto the FVB/N background for 10 generations. FVB/N mice display a high incidence of SCC after treatment with various tumor-induction protocols [48]. All mice were housed in the animal facilities of Nagoya University Graduate School of Medicine. All animal protocols were approved by the Animal Care and Use Committee of Nagoya University Graduate School of Medicine (approval ID number 27338).

### RNA isolation and real-time quantitative PCR (Q-PCR)

Whole-skin samples were snap-frozen in liquid nitrogen and ground to a fine powder using Multi-Beads Shocker (Yasui Kikai Corporation, Osaka, Japan). Total RNA was isolated from cultured cells or tissue samples using TRIzol reagent (Invitrogen, Carlsbad, CA), treated with DNase I (Qiagen, Hilden, Germany) and further purified using an RNeasy Mini Kit (Qiagen) following the manufacturer's instructions. The concentration and purity of the extracted RNA were determined using a NanoDrop 2000 (Thermo Fisher Scientific, Wilmington, DE). At least two independent RNA extractions were performed for each sample. Total RNA (500 ng) was then reverse-transcribed into cDNA using a ReverTra Ace qPCR RT Kit (Toyobo, Osaka, Japan). Q-PCR analysis was performed using an MX3005P system (Agilent Technologies, Santa Clara, CA, USA) with THUNDERBIRD SYBR qPCR Mix (Toyobo) following the manufacturer's instructions. All Q-PCR reactions were performed in duplicate and the results were analyzed using the comparative Ct method. The Ct values of samples and controls were normalized to those of *Gapdh*. All primer sets used in this study are shown in Supplementary Table S1.

### Immunohistochemistry

Skin or tumor tissues were fixed for 24 h in 10% neutral-buffered formalin (Nacalai Tesque Inc., Kyoto, Japan), dehydrated, and embedded in paraffin. Sections (4-μm thick) were prepared for hematoxylin and eosin staining and immunohistochemistry. Sections were deparaffinized in xylene and rehydrated in a graded series of ethanol. For antigen retrieval, sections were immersed in Target Retrieval Solution pH 9 or pH 6 (Dako, Hamburg, Germany), and incubated for 40 min at 100°C in a water bath or heated for 15 min at 121°C by autoclaving. Non-specific binding was blocked with Protein Block Serum-Free (Dako) for 30 min at room temperature (RT). Sections were incubated with primary antibodies diluted in 1% BSA/PBS overnight at 4°C. The primary antibodies used in this study were: rabbit polyclonal anti-TGF-β1 (V) antibody (Santa Cruz Biotechnology, Santa Cruz, CA), rat monoclonal anti-F4/80 (BM8) antibody (eBioscience, San Diego, CA), rabbit polyclonal anti-Nrf2 (H-300) antibody (Santa Cruz Biotechnology), rabbit polyclonal anti-keratin 14 (Poly19053) antibody (BioLegend, San Diego, CA), rat monoclonal anti-mouse Ki-67 (TEC-3) antibody (Dako), rabbit monoclonal anti-cleaved caspase-3 (5A1E) antibody (Cell Signaling Technology, Danvers, MA), rabbit monoclonal anti-phospho-p53 (Ser15) (D4S1H) antibody (Cell Signaling Technology), and mouse monoclonal anti-phospho-histone H2AX (Ser139) (JBW301) antibody (EMD Millipore, Billerica, MA). Endogenous peroxidase was inhibited with 0.3% hydrogen peroxide in methanol for 15 min. The sections were incubated with the secondary antibodies EnVision+ System-HRP Labeled Polymer Anti-Rabbit or Anti-Mouse (Dako), or N-Histofine Simple Stain Mouse MAX PO (Rat) (Nichirei Bioscience, Tokyo, Japan) for 30 min at RT except for the sections incubated with anti-Ki-67 antibody, which were incubated with biotinylated secondary antibody followed by incubation with peroxidase-conjugated streptavidin (Nichirei Bioscience). Signals were visualized by the Liquid DAB+ Substrate-Chromogen System (Dako) with nuclear counterstaining using hematoxylin. To quantify the immunohistochemical staining in mouse epidermis, cells stained positive for each protein of interest were counted per field (dermis) or per length of basement membrane (BM).

### Western blot analysis

Skin or tumor samples were snap-frozen in liquid nitrogen, ground to a fine powder by Multi-Beads Shocker (Yasui Kikai, Inc.), lysed in SDS sample buffer and prepared as previously described [27]. Protein samples (30 μg) were subjected to SDS-polyacrylamide gel electrophoresis, and immunoblot analysis was performed as previously described [27]. The antibodies used in this study were: rabbit polyclonal anti-TGF-β1 (V) antibody (Santa Cruz Biotechnology), rabbit monoclonal anti-phospho-Smad2 (Ser465/467) (138D4) antibody (Cell Signaling Technology), rabbit monoclonal anti-Smad2 (D43B4) antibody (Cell Signaling Technology) and mouse monoclonal anti-β-actin (AC-74) antibody (Sigma-Aldrich, Saint Louis, MO). To confirm equal loading, membranes were reprobed with anti-β-actin antibody.

### Isolation and short-term culture of primary mouse keratinocytes

Dorsal skin was obtained from newborn mice and immersed in Dispase II solution, 2.5 U/ml Dispase II (Roche, Indianapolis, IN) with antibiotic-antimycotic solution CnT-ABM10 (CELLnTEC, Bern, Switzerland) in CnT-PR medium (CELLnTEC) for 16 h at 4°C. After being washed with PBS, the sheet of epidermis, separated from the dermis, was floated on a 500 μl drop of TrypLE select (Thermo Fisher Scientific) for 25 min at RT. After addition of 2 ml of medium to the drop, the sheet of epidermis was shaken gently on the drop to disperse the keratinocytes. The cell suspension was collected in a 15-ml tube containing fetal bovine serum (FBS). The cells were filtered through a 70-μm cell strainer to remove clumps and debris, centrifuged for 7 min at 200 × *g*, suspended in medium with 10% FBS and centrifuged again for 7 min at 1300 rpm. The cells were plated in CnT-PR medium with 10% FBS at 1.5 × 10^5^ cells/cm^2^ and incubated at 37°C in a humidified 5% CO_2_ incubator. The medium was removed 16 h after plating and replaced with CnT-PR medium without FBS. The medium was changed every other day.

### Cell proliferation and cytotoxic assay

Cell proliferation was measured by water-soluble tetrazolium (WST)-1 assay (Roche). Mouse keratinocytes were cultured at a density of 5.0 × 10^4^ cells/well in a 96-well microplate. At 0, 1, 2, and 4 days after seeding, the WST-1 reagent was added to the cultures and cells were incubated for 4 h. For cytotoxic assay, the cells were seeded at a density of 3.0 × 10^5^ cells/well in a 24-well microplate and incubated for 24 h. The cells were exposed for 24 h to DMBA (Sigma-Aldrich) or dimethyl sulfoxide (DMSO, Wako, Osaka, Japan) as a control, or exposed for 48 h to cisplatin (CDDP, Bristol-Myers Squibb, New York, NY) or PBS as a control. WST-1 reagents were added to the cultures and cells were incubated for 4 h before absorbance measurement. Absorbance at 450 nm and 650 nm was measured using a microplate reader, Powerscan 4 (DS Pharma Biomedical, Osaka, Japan). The measured absorbance (A450–A650) is directly proportional to the number of living cells. Note that the cells were pretreated with 10 ng/ml TGF-β1 (R&D Systems, Minneapolis, MN), 10 ng/ml SB431542 (TGFBRI inhibitor, Selleck Chemicals, Houston, TX) or PBS as a control for 24 h before incubation with DMBA.

### Immunofluorescence analysis

Keratinocytes isolated from newborn mice were grown in 3.5-cm glass-based dishes, washed with PBS and fixed with 4% paraformaldehyde for 15 min at RT. After washing with PBS, 0.3% Triton X-100 (Wako) in PBS was applied for 3 min at RT. The cells were blocked using 3% skim milk in PBS for 30 min and incubated for 1 h at RT with appropriate primary antibodies. The primary antibodies used in this study were: rabbit monoclonal anti-phospho-Smad2 (Ser465/467) (138D4) (Cell Signaling Technology), rat monoclonal anti-p21 [HUGO291] (Abcam, Cambridge, UK) and rabbit polyclonal anti-Nrf2 (H-300) (Santa Cruz Biotechnology). The cells were washed with PBS and incubated for 30 min at RT in PBS containing Alexa Fluor 488 and/or 555-conjugated secondary antibodies (Life Technologies, Carlsbad, CA) with nuclear counterstaining using DAPI. Immunofluorescence was detected with a confocal laser-scanning microscope (LSM 700, Carl Zeiss, Oberkochen, Germany). To analyze fluorescence intensity, *CD109^+/+^* and *CD109^−/−^* keratinocytes were immunostained at the same time and under the same conditions. The “Histogram” function of ZEN software (Carl Zeiss) was used to detect the fluorescence intensity per cell as follows: the fluorescence intensity for individual cells in the green or red channels was measured for the area inside the nuclei only, by masking the area outside the nuclei using the blue channel (DAPI). The average measurements, normalized to DAPI fluorescence intensity, were used to compare fluorescence intensity between *CD109^+/+^*and *CD109^−/−^* cells.

### Skin tumorigenesis assay

Murine skin tumors were induced by a standard two-stage chemical carcinogenesis protocol as previously described [49, 50]. In brief, 6–8-week-old female mice were shaved on the dorsal skin with electric clippers and received a single topical application of 100 nmol DMBA (Sigma-Aldrich) in 200 μl acetone 24 h after shaving. One week after DMBA treatment, the mice received topical applications of 5 nmol TPA (Sigma-Aldrich) in 200 μl acetone twice weekly for 15 weeks. Mice were assessed on weekly basis for a period of up to 25 or 35 weeks after DMBA treatment. The appearance of skin tumors was recorded once a week. All animal protocols were approved by the Animal Care and Use Committee of Nagoya University Graduate School of Medicine (Approval ID number: 27338).

### Analysis of H-*ras* mutations in codon 61

Genomic DNA was isolated from snap-frozen DMBA/TPA-treated skin using a NucleoSpin Tissue kit (Macherey-Nagel, Düren, Germany) following the manufacturer's instruction. The concentration and purity of the extracted genomic DNA were determined using a NanoDrop 2000 (Thermo Fisher Scientific). Mutation of H-*ras* in codon 61 was detected by mutation-specific PCR assay [36]. The primers for mutant H-*ras^(Q61L)^* were as follows: forward primer, 5′-CTA AGC CTG TTG TTT TGC AGG AC-3′ and reverse primer, 5′-CAT GGC ACT ATA CTC TTC TA-3′. Before amplification, genomic DNA samples were denatured for 5 min at 95°C. Each amplification cycle consisted of denaturation for 30 sec at 95°C, hybridization for 20 sec at 58°C, and elongation for 20 sec at 78°C. After 40 cycles of amplification, 5 μl of PCR products were analyzed by 1.5% agarose gel electrophoresis and ethidium bromide staining.

### Statistical analysis

Statistical analyses were performed using IBM SPSS software 22.0 (IBM, Armonk, NY). Numerical results are presented as mean value ± standard deviation (S.D.) or standard error of the mean (S.E.M.), or in box and whisker plots. For comparison of the differences between two groups, a two-tailed Student's t test, Mann-Whitney U test or one-way analysis of variance (ANOVA) was performed. Two-way ANOVA was used to evaluate differences to compare four groups. For tumor-free analysis, Kaplan-Meier log-rank analysis was performed. Clinicopathological features were evaluated with χ^2^ tests. A P value of < 0.05 was considered statistically significant.

## SUPPLEMENTARY DATA

# Supplementary material for: Suppression of skin tumorigenesis in CD109-deficient mice
**Source:** Oncotarget. 2016 Oct 14;7(50):82836–50. doi: 10.18632/oncotarget.12653
**Supplement:** Supplementary file 2

**Supplementary Table S5**

List of genes downregulated (each log2 ratio < −4) or upregulated (each log2 ratio > 4) in *CD109^-/-^* skins compared with in *CD109^+/+^* skins. 

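Most of the genes listed as higher in *CD109-/-* skin belong to the growing hair follicle. Of the 129 probes the table lists as higher, 46 are keratin-associated proteins, which form the matrix of the hair, 11 hair shaft keratins, 10 genes of the inner root sheath, 12 of the hair matrix and dermal papilla and 9 of melanocytes, which give hair its pigment. A further 2 are psoriasis-associated, and 39 belong to none of the lists used here. The 4 probes it lists as lower are of *Cd109*, *Hamp2*, a hepcidin gene, *Nmrk2* and *Rpl10l*. With the labels as deposited, the 129 probes listed as higher had a median log2 ratio between *CD109-/-* and *CD109+/+* skin of −0.63 in untreated skin (range −2.05 to 0.99, replicates of the same number compared) and of 6.24 after DMBA (range 0.33 to 14.39), where 70 of them had both ratios above 4. The direction was that of the table for 19 of its 133 probes in untreated skin and for 131 after DMBA. In the Table S5 arrangement, the median of the 129 was 7.00 in untreated skin (range 4.14 to 15.14), and the direction was that of the table for 133 of 133 probes. Between the genotypes in untreated skin, 0 probes were higher and 2 lower in *CD109-/-* skin as labelled, 1 of *Kcnmb2*, a potassium channel subunit, at least 4.73-fold (adjusted p = 0.0149 from limma, lower in 4 of 4 array pairs), and 1 without a gene name. At an unadjusted p under 0.05 there were 797, by the methods' t-test 779 unadjusted and 0 adjusted. Under the Table S5 arrangement, 1842 were higher and 1445 lower. With that arrangement, 18 passed with the replicate block and 8 with the hair score as a covariate. A trend and robust variance gave 4876, and only the 4 arrays compared 5172. The split turned to 2257 higher and 2754 lower with the normexp background. The first count became 3 higher and 133 lower, 1 and 128, 27 and 2, and 132 and 9 without the arrays labelled untreated *CD109+/+* replicates 1 and 2 and untreated *CD109-/-* replicates 1 and 2, and 0 without any 1 DMBA array, without the 2 arrays in doubt or with only the 4 arrays compared. The second count, of 3287, became 1360 and 1298 without *CD109+/+* DMBA replicates 1 and 2, 3028 higher and 3293 lower, and 3191 and 3518, without *CD109-/-* DMBA replicates 1 and 2, and 1031, 563, 745 and 754 without the untreated arrays in the order above.
Of 14 hair shaft keratins, 13 genes of the inner root sheath, 30 of the hair matrix and dermal papilla, 14 of melanocytes, 47 keratin-associated proteins and 12 of the bulge and resting follicle, 0 passed between the genotypes in untreated skin with the labels as deposited (limma, 0 at an unadjusted p under 0.05, 2 melanocyte genes by the methods' t-test unadjusted and 0 adjusted). After DMBA, 0 passed as well (limma, 2, 4, 6, 3, 3 and 4 at an unadjusted p under 0.05, 4, 7, 19, 10, 0 and 5 by the methods' t-test unadjusted, and 0 adjusted), and when adjusted over the list alone, 1 melanocyte gene was lower and 1 bulge gene higher. Their median log2 fold changes after DMBA were 7.58, 7.52, 3.44, 3.60, 7.38 and 0.25, the last of which became −0.09 with quantile normalization and −0.08 with median centring (adjusted p = 0.56 for each set with an estimated correlation). With the Table S5 arrangement, 9 of 15 hair shaft keratins were higher in untreated *CD109-/-* skin and 0 lower (12 when adjusted over the list alone), among them *Krt85*, at least 2960-fold (adjusted p = 0.00565). So were 9 of the inner root sheath genes (11 when adjusted over the list alone), among them *Krt25*, at least 9000-fold (adjusted p = 0.00382), and *Krt71* at 12.76 (SE 0.41, adjusted p = 0.00166). Of the hair matrix and dermal papilla, 22 were higher and 0 lower (25 when adjusted over the list alone), with the cadherin *Dsg4* at least 35.2-fold (adjusted p = 0.0163). Of melanocytes, 10 were higher and 0 lower (10 when adjusted over the list alone), with the melanocortin receptor *Mc1r* at least 216-fold (adjusted p = 0.0053). Of 50 keratin-associated proteins, 12 were higher and 0 lower (37 when adjusted over the list alone), with *Krtap22-2* at least 2250-fold (adjusted p = 0.0307). Of the bulge and resting follicle, 1 was higher, the transcription factor *Lhx2* at 1.99 (SE 0.30, adjusted p = 0.0203), and 3 were lower (3 and 3 when adjusted over the list alone), among them the growth factor *Fgf18* at −2.16 (SE 0.28, adjusted p = 0.0142) and *Krt24* at −1.62 (SE 0.32, adjusted p = 0.0397). As sets with an estimated correlation, these lists had an adjusted p = 0.597, apart from 0.628 for the keratin-associated proteins and 0.914 for the bulge and resting follicle. All 15 hair shaft keratins had a positive value, with a median of 7.57, and even this list did not pass that test. The test therefore does not decide whether a list moved. After DMBA, the same arrangement gave 11, 11, 24, 11, 18 and 3 higher and 0, 0, 0, 0, 0 and 2 lower (12, 13, 25, 12, 30 and 4 higher and 0, 0, 0, 1, 0 and 3 lower when adjusted over the list alone, adjusted p = 0.522 for each set with an estimated correlation, and 0.72 for the bulge), in the order given for untreated skin. *Hamp2* was lower in untreated *CD109-/-* skin under that arrangement, at −7.82 (SE 0.77, adjusted p = 0.00762). The mean log2 signal of 14 hair shaft keratins was −4.36 and 4.42 on the arrays labelled untreated *CD109+/+* replicates 1 and 2 and −4.55 and 2.91 on those labelled untreated *CD109-/-* replicates 1 and 2. Many of the listed genes come from Table S5 itself, and their direction under the arrangement is therefore no independent evidence.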

Genes in bold are discussed in the text.

How the deposited data were processed for this re-analysis (not part of the article)

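Gene expression was measured in the whole skin of female FVB/N mice of the genotypes *CD109+/+* and *CD109-/-*, untreated (acetone in the deposited labels) or treated with DMBA, 24 h later, with 2 arrays per group and 8 arrays in all. The labels number the replicates but do not pair them across groups. The authors labelled the RNA with 1 dye, hybridized it to Agilent mouse arrays, which lay on 1 slide scanned on 1 day, and read them with Agilent Feature Extraction 11.5.1.1. For each spot, the deposited signal is an intensity on a linear scale after background subtraction and correction of trends within the array, with no normalization between arrays. The deposited value table holds the same intensity multiplied by 1 constant per array, and how the authors set that constant is not known here. Raw spot and background intensities are deposited as medians, not means.

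Control spots were left out, and spots of the same probe were averaged, which gave 55681 probes from 59305 spots. Probes with a spot marked as an outlier on any array were dropped, which left out 223 and kept 55458. Each deposited intensity was converted to log2, and the log2 of the array's 75th percentile was subtracted. Probes were named through their RefSeq accession, matched to gene names of the mouse genome annotation, which named 28026 of 29796 such probes (94.1%) and 21154 genes. A gene with several probes was represented by its brightest tested probe, and in no gene named in the text did another probe pass in the opposite direction. A probe was tested where it was well above background on both arrays of at least 1 group.

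The groups were compared in R 4.3.3 with limma 3.58.1, with 1 mean per group and a moderated variance over all 8 arrays. The comparisons were *CD109-/-* over *CD109+/+* in untreated and in DMBA-treated skin, DMBA over untreated in either genotype, the difference between these effects, and the averages over treatments and over genotypes. A probe passed at a Benjamini-Hochberg adjusted p under 0.05, and a fold against a group not well above background was computed against the lowest signal well above background on its arrays and is given as a lower bound. In all, 27 gene lists were tested as sets with camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the arrays. They were Nrf2 targets, Ah receptor targets, p53 targets, the TGF-beta response, TGF-beta ligands, receptors and Smads, the cytokines assayed by Q-PCR, psoriasis-associated genes, hair shaft keratins, the inner root sheath, the hair matrix and dermal papilla, the bulge and resting follicle, melanocytes, keratin-associated proteins, basal epidermis, cornified epidermis, the sebaceous gland, proliferation, macrophages, T cells, mast cells, neutrophils, skeletal muscle, adipocytes, fibroblasts, endothelium, erythroid cells and the interferon response. Of 189 tests of a list in a comparison, 95 passed at the preset correlation and 0 with an estimated correlation. With an estimated correlation it was 0 in every other setting too. The p-values with an estimated correlation therefore do not decide whether a list moved. Counts beside the lists are from limma, over all probes and adjusted over the list alone.

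The comparisons, the gene lists, the rule for the genes named and the alternatives were set before the data were examined, apart from the Table S5 arrangement and the fits without the 2 arrays in doubt. The rule names, in each comparison, *Cd109* and the genes the paper names from its arrays, the 10 highest and the 10 lowest genes that passed and moved the same way in every array pair (with at most 3 keratins and 3 keratin-associated proteins in each 10), up to 4 members of each list that passed, or the 2 with the smallest p where none did, and the cytokines of Figure 1C, *Cdkn1a* and *Nfe2l2*. The values in Table S5 were seen before the rule was written. Some genes that the rule picks are not reported here. The alternatives were quantile normalization, centring on the median, a normexp background correction with an offset of 50, no filter on dim probes, a filter on all arrays, a fit of only the arrays compared, the replicate number as a block, the paper's own tests with and without adjustment, a trend and a robust variance in limma, the deposited value table, the hair shaft keratin signal as a covariate, the mean of a gene's probes, replicates crossed in ratios, and leaving out each array. The normexp correction used medians, since the deposited data lack mean intensities. Tested on simulated data with 50 changed probes per size, the test with the labels as deposited called 2 of 50 at a log2 change of 1, 22 at 2, 37 at 3 and 40 at 5 for the genotypes after DMBA, 0 of them in the wrong direction.

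Supplementary Tables S1 to S4, the assays other than the arrays, and the protein a probe's gene makes are not analysed here.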

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

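The tests of the explanations weighed here, the other splits of the arrays and the Table S5 arrangement were chosen only after the results were seen.

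The *Cd109* signal of 2 untreated arrays runs against their labels, those labelled *CD109+/+* replicate 2 and *CD109-/-* replicate 1. Failed spots of the *Cd109* probe are argued against by other genes: of 249 probes that differed by more than 4 log2 units between the genotypes after DMBA, 96% on the array labelled untreated *CD109+/+* replicate 2 lay nearer to DMBA-treated *CD109-/-* skin, against 12.9% on that labelled untreated *CD109+/+* replicate 1 and 14.5% on that labelled untreated *CD109-/-* replicate 1. An exchange of the labels of these 2 arrays is a candidate explanation, since Table S5 differs from the deposited value table by a median of 0.002 with the exchange and by 6.469 or more in every other division of the untreated arrays tried, and from the log2 signal used here by 0.084 and by 6.441 or more. The paper's count of more macrophages in *CD109-/-* skin (Figure 1D) does not speak for the exchange: in untreated skin, 17 of 18 macrophage genes had a positive value as labelled, with a median of 0.65, and 0 of 18 with the exchange, with a median of −0.80 (adjusted p = 0.951 and 0.628 for the set with an estimated correlation). Whether the exchange lies in the labels, and at which step, was not tested, and no biological explanation was tested for this pattern.

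Hair follicle genes were higher on the 4 arrays with a low *Cd109* signal. An even rise of all follicle genes, from more hair follicle tissue alone, is argued against by the bulge and resting follicle. Their median log2 fold change after DMBA was 0.25 (upper quartile 1.17), against 3.44 for the hair matrix and dermal papilla (lower quartile 1.50). The bulge median fell below 0 with quantile normalization and with median centring. The list joins genes of the bulge and of the resting follicle, and 3 were higher and 2 lower after DMBA under the Table S5 arrangement. Its median therefore does not decide about more follicle tissue together with a change of hair cycle stage. The stage of the hair cycle stays open, since the highest hair shaft keratin signal with *Cd109* was −4.36 and the lowest without it was 0.98, on 4 arrays each, so that stage and genotype cannot be told apart here. An effect of the genotype on hair growth stays open as well, as untested.

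In DMBA-treated *CD109-/-* skin, 28 probes were lower, by a median log2 fold change of −3.06 (range −6.68 to −1.82). Dimmer arrays of that group are argued against, since the median was −3.31 after quantile normalization and −3.39 with median centring. A dilution by follicle tissue, which lowers all other cell types alike, is argued against as the whole cause by the macrophage and T cell genes, which moved apart: the upper quartile of the former lay −1.77 from the lower quartile of the latter, with medians of −1.82 and 0.33. Other lists fell less than the 28 probes, with medians of −1.16 for endothelium, −1.07 for muscle, −1.02 for adipocytes, −0.73 for basal epidermis and −0.69 for fibroblasts, against 0.16 for cornified epidermis and 0.05 for the sebaceous gland, and a dilution as part of the fall stays open. An effect of the genotype stays open, as untested, as does a difference in hair cycle stage, with which the genotype moved on these arrays.

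For *CD109-/-* over *CD109+/+* skin, averaged over the treatments, 1 probe passed with the labels as deposited, of *Tarm1* at −2.33 (adjusted p = 0.0364), which was well above background on 2 of 4 *CD109+/+* arrays and 0 of 4 *CD109-/-* arrays, so the size of its change is not measured. The count of 0 higher and 1 lower turned to 16 and 3 without *CD109-/-* DMBA replicate 2 and to 102 and 17 without the array labelled untreated *CD109-/-* replicate 2, and it was 0 without any of the other 6. In a comparison of 4 arrays with 4, the real split gave 0 probes and the highest other 6835, so that all 35 of 35 splits reach the real one whatever the data, and this test decides nothing about *Tarm1*. The split with 6835 is the genotype of the Table S5 arrangement, and its count points to a structure of the samples. For DMBA over untreated skin, averaged over the genotypes, the real split gave 7, and 2 of 35 splits gave at least as many. They are the real split and the genotype of the Table S5 arrangement, and the next highest gave 1. The other split that reaches 7 thus follows a structure of the samples, so chance is neither shown nor excluded there. As labelled, 9 probes were higher and 2 lower in that average.

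The next genes passed a test and are not discussed by the paper. For DMBA averaged over both genotypes, 11 probes passed as labelled. The number was 0 without a filter on dim probes, with probes well above background on all arrays, and with a trend and robust variance. The calls given next for that average are lost in these settings. The number was 1 with the replicate block, 15 with quantile normalization, 28 with the normexp background and 162 with the hair score as a covariate. These calls also depend on single arrays. They are lost without either *CD109+/+* DMBA array, *CD109-/-* DMBA replicate 1 or the array labelled untreated *CD109-/-* replicate 1. Without any other untreated array, lower probes outnumbered higher ones. Averaged over both genotypes, the homeobox factor *Nkx2-9* was 4.75 higher after DMBA (adjusted p = 0.0328, at least 6.7-fold), the serine protease *Tmprss11a* 3.63 (adjusted p = 0.0328, at least 5.39-fold) and the axon guidance receptor *Robo3* 3.32 (adjusted p = 0.0402, at least 5.67-fold). The carboxylesterase *Ces2e* was higher by 3.28 (adjusted p = 0.0328), in 16 of 16 array pairs. The fit gave 1.98 for *BC039966* (adjusted p = 0.0328), which was well above background on 2 of the 4 DMBA arrays and on 0 of the 4 untreated ones, and 1.79 for *AU022793* (adjusted p = 0.0402), which was so on 4 and on 1, so the sizes of these 2 changes are not measured. Between the genotypes after DMBA, *Prok2* at −4.98 (adjusted p = 0.0443, at least 8.29-fold), *Tarm1*, an activating receptor of myeloid cells, at −3.79 (adjusted p = 0.0164, at least 3.12-fold) and the long non-coding RNA *Mirt2* at −3.15 (adjusted p = 0.0444) were lower in *CD109-/-* skin. Also lower, each with an adjusted p = 0.0356, were *Gm5150* at −3.59, the leukocyte receptor *Cd300a* at −3.40, the glutamate receptor *Grm6* at −3.09 (at least 1.86-fold), *Cyp4f18*, which acts on leukotriene B4, at −3.04 and *Gad1*, which makes GABA, at −2.96 (at least 3-fold), in 4 of 4 array pairs.

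The effect of DMBA differed between the genotypes for several genes with the Table S5 arrangement, by the test of that difference. These calls are lost without a filter on dim probes, with the replicate block and with the hair score as a covariate, where 0 probes passed. The normexp background gave 1034, and a trend and robust variance 239. It was 3.05 higher in *CD109-/-* than in *CD109+/+* skin for *Aadacl4fm1* (adjusted p = 0.0477), and the difference was −5.44 for the protease inhibitor *Wfdc12* (adjusted p = 0.0477), −5.21 for the photoreceptor cadherin *Cdhr1* (adjusted p = 0.0498), −3.38 for *Olfr117* (adjusted p = 0.0498), −3.32 for *Vmn2r26* (adjusted p = 0.0477) and −3.03 for *Grm6* (adjusted p = 0.0498). *Cdhr1* was well above background on neither of the 2 arrays taken as untreated *CD109+/+*, *Olfr117* and *Vmn2r26* only on the 2 taken as untreated *CD109-/-*, and *Grm6* only on the 2 of DMBA-treated *CD109+/+* skin, so the sizes of these 4 differences are not measured. This count of 4 higher and 6 lower probes was 0 without either *CD109+/+* DMBA array or the array labelled untreated *CD109+/+* replicate 2, 60 higher and 29 lower, and 83 and 28, without *CD109-/-* DMBA replicates 1 and 2, and 149 and 39, 134 and 23, and 6 and 52 without the arrays labelled untreated *CD109+/+* replicate 1 and untreated *CD109-/-* replicates 1 and 2.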

How the results depend on the processing

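The Table S5 arrangement, its runs under the other settings and the fits without the 2 arrays in doubt were chosen only after the data were seen. Values below are numbers of probes that pass, in the order *CD109-/-* over *CD109+/+* in untreated skin, *CD109-/-* over *CD109+/+* after DMBA, DMBA in *CD109+/+* skin, DMBA in *CD109-/-* skin, the difference between the DMBA effects, the average over treatments and the average over genotypes. Why the numbers move between settings was not tested. With the labels as deposited, they were 2, 34, 68, 0, 0, 1 and 11, and with the Table S5 arrangement 3287, 7439, 1320, 5, 10, 11449 and 561. Of the probes tested under both arrangements, 34 passed after DMBA between the genotypes as labelled, 56 after DMBA in *CD109+/+* skin, 1 in the average over treatments and 9 in that over genotypes, and all of these passed under the Table S5 arrangement too.

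As labelled, quantile normalization gave 4 in untreated skin, 59 after DMBA, 8 for the difference and 7 for the average over treatments, and median centring 90 after DMBA, 2 for the difference and 6 for the average over treatments. The normexp background gave 0, 74 and 114 in the first 3 comparisons, 4 for the difference, 0 for the average over treatments and 28 for that over genotypes, and the deposited value table gave 3 for the difference and 0 for the average over treatments. Without a filter on dim probes, 0 passed after DMBA between the genotypes, 5 after DMBA in *CD109+/+* skin and 0 in either average, and with probes well above background on all arrays, 0 in untreated skin, 19 after DMBA, 13 in *CD109+/+* skin and 0 in either average. With only the arrays compared, 0 passed in untreated skin, 0 after DMBA and 0 in *CD109+/+* skin. The replicate number as a block gave 0, 1692, 33, 1, 0, 0 and 1, though the labels do not pair the replicates, whose differences between groups were related across probes from r = −0.08 to 0.73. The methods' t-test gave 779, 6966, 4081, 2035, 4634 (a 2-way test), 4334 and 4446 unadjusted, and 0, 1, 0, 0, 0, 0 and 0 adjusted. A trend and robust variance gave 0 in untreated skin and 0 in either average, and the hair score as a covariate 0 in untreated skin, 0 after DMBA, 0 for the average over treatments and 162 for that over genotypes. Without the 2 arrays in doubt, the numbers were 0, 0, 197, 0, 0, 0 and 0. Leaving out each array gave 0 to 141, 0 to 66, 0 to 188, 0 to 134, 0 to 115, 0 to 119 and 0 to 148, where a group left with 1 array is assumed to vary like the others.

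Under the Table S5 arrangement, quantile normalization gave 8 in *CD109-/-* skin and 68 for the difference, median centring 28 for the difference and 372 for the average over genotypes, and the deposited value table 3 in *CD109-/-* skin. The normexp background gave 5011, 14804, 2450, 3487 and 1034 in the first 5 comparisons and 1952 for the average over genotypes. Without a filter on dim probes, the numbers were 1330, 3105, 382, 2, 0, 7228 and 47, and with probes well above background on all arrays, 0 in *CD109-/-* skin, 142 for the difference and 875 for the average over genotypes. With only the arrays compared, 5172 passed in untreated skin, 0 after DMBA between the genotypes and 0 in *CD109-/-* skin. The replicate block gave 18 in untreated skin, 225 in *CD109+/+* skin, 0 in *CD109-/-* skin, 0 for the difference, 1897 for the average over treatments and 144 for that over genotypes. The methods' t-test gave 9044 in untreated skin, 7600 in *CD109+/+* skin, 2898 in *CD109-/-* skin, 7324 for the difference (a 2-way test) and 7517 for the average over genotypes unadjusted, and 3, 1, 0, 0, 1, 5347 and 61 adjusted. A trend and robust variance gave 2496 in *CD109+/+* skin, 0 in *CD109-/-* skin, 239 for the difference and 1290 for the average over genotypes, and the hair score as a covariate 8, 15, 0 for the difference, 12 and 1160 in the comparisons other than DMBA in either genotype. Leaving out each array gave 563 to 6709, 122 to 13300, 54 to 1777, 0 to 185, 0 to 188, 2333 to 15513 and 29 to 651.

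The share of higher probes moved by over 10 points in several settings. In DMBA-treated skin under the Table S5 arrangement, the genotypes gave 4267 higher and 3172 lower, and 6270 and 2177 with the deposited value table; in untreated skin 1842 and 1445 became 2257 and 2754 with the normexp background. For DMBA averaged over genotypes, 397 higher and 164 lower under that arrangement became 143 and 148, 68 and 69, 92 and 133, and 96 and 151 without the arrays labelled untreated *CD109+/+* replicates 1 and 2 and untreated *CD109-/-* replicates 1 and 2. In *CD109+/+* skin, DMBA gave 54 and 14 with the labels as deposited and 110 and 4 with the normexp background. Between the genotypes after DMBA, as labelled, the majority of lower probes turned to one of higher probes without either *CD109-/-* DMBA array. The median log2 fold change of all probes between the genotypes after DMBA was 0.06, and −0.26 with median centring, 0.18 with the normexp background, 0.22 with the deposited value table and 0.28 without a filter, so fold changes move by these amounts.

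As labelled, *Akr1c19* after DMBA ranged from −3.40 to 0.64 in *CD109+/+* skin, from −0.93 to 2.15 in *CD109-/-* skin and from −0.04 to 4.01 for their difference when each array was left out. Under the Table S5 arrangement, these ranges were −5.13 to −3.24, 2.15 to 4.68 and 6.33 to 8.87. The difference of 7.60 under the Table S5 arrangement passed the paper's 2-way test unadjusted, though its size is not measured. Of 189 list tests at the preset correlation, 95 passed, 57 with the hair score as a covariate and between 71 and 97 in the other settings. The direction of Table S5 held in untreated skin for 19 of 133 probes, for 12 with the normexp background and for 133 under the Table S5 arrangement with either scaling. Apart from *Akr1c19*, the settings gave 3045 values over 151 comparisons of a gene named in the text. Of these values, 1966 had the same call, 1006 lost it, 60 gained one and 13 turned the direction of a call. A change of sign where neither value passed is not among the 13. An example is *S100a7a* in untreated skin as labelled, at 0.35, and at −0.48 with the normexp background.

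Of these 13, 12 came with the hair score as a covariate under the Table S5 arrangement, where hair score and genotype rise together, so the covariate takes up much of any difference between the genotypes. In untreated skin they were *Krtap22-2* at −0.22 and *Akr1c14* at 0.21. After DMBA they were *Gclc* at −0.43, *Cyp2s1* at −0.02, *Fas* at 0.21, *Cdkn2b* at −0.03, *Tgfbr2* at 0.20, *Plin5* at 0.04, *Cpa3* at 0.10, *Adipoq* at 0.08, *Fbn1* at 0.45 and *Ifit1* at 0.27. The other was *9230009I02Rik* after DMBA in *CD109-/-* skin, at 0.19 with the normexp background.

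The block of slides was not run, since all arrays lay on 1 slide.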

Differences from the paper's values

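The Table S5 arrangement and its runs were chosen after seeing the values. The legend of Table S5 gives no treatment, so its values are set beside those of untreated and of DMBA-treated skin, as means of the ratios of the replicates with the same number.

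In untreated skin, the paper's log2 ratio of *Cd109* is −9.10, against −1.01 here, and crossing the replicates is the alternative set before the data were examined that leaves them within the error, while quantile normalization, median centring, the normexp background and the deposited value table do not. The paper's value for *Shh* is 6.79, against 0.06, and for *S100a7a* 6.09, against 0.35, and for both crossing the replicates leaves the difference within the error and the other 4 alternatives do not. Crossing does so only by widening the error (SD 9.60 for *Shh*), since the mean ratio itself stays the same. The paper's value is −7.73 for *Hamp2*, against 1.11, 15.22 for *Krt25*, against −0.18, and 4.46 for *Il20*, against −0.28, and all 5 alternatives leave these differences. The paper lists 129 probes with each ratio above 4, against 0 here, which all 5 alternatives leave, and 4 with each ratio below −4, against 7, where median centring alone comes within 1.5 times of the paper's, at 6. In the Table S5 arrangement, which was chosen after seeing the values, the ratios are −9.18 for *Cd109*, −7.82 for *Hamp2*, 15.14 for *Krt25*, 6.79 for *Shh*, 6.01 for *S100a7a* and 4.38 for *Il20*. With that arrangement and the deposited value table, also chosen after seeing the values, they are −9.10, −7.73, 15.22, 6.87, 6.09 and 4.46, the paper's values apart from that of *Shh*, and 0 of the paper's 133 listed probes are dropped, while 213 probes have each ratio above 4 and 7 below −4. With the arrangement alone these counts are 204 and 9.

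Table S5 differs from the deposited value table by a median of 0.002 for the untreated arrays in the arrangement chosen after seeing the values and by 0.804 or more for the DMBA arrays, so the next values may set unlike groups side by side. After DMBA, the value of *Hamp2* is 1.19, against the paper's −7.73, that of *Shh* 6.55, against 6.79, and that of *Il20* 0.68, against 4.46, and all 5 alternatives leave these differences. For probes with each ratio below −4 after DMBA, the number is 16, against the paper's 4, and the normexp background, at 3, is the alternative set before the data were examined under which it comes within 1.5 times.

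The paper states that *Akr1c19* fell after DMBA in *CD109+/+* skin and rose in *CD109-/-* skin. The values here run in these directions, at −1.38 and 0.61, and neither passes the test with the labels as deposited, nor at −4.18 and 3.41 with the Table S5 arrangement.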

Other observations

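Genes of cell division were higher in untreated *CD109-/-* skin and, in *CD109+/+* skin, after DMBA, with the Table S5 arrangement, which was chosen after seeing the data. In untreated skin, 22 of 25 proliferation genes were higher and 0 lower (22 when adjusted over the list alone, adjusted p = 0.597 for the set with an estimated correlation), among them the checkpoint kinase *Bub1* at 2.05 (SE 0.14, adjusted p = 0.00517), the mitotic kinase *Plk1* at 1.78 (SE 0.16, adjusted p = 0.00592) and the mitotic kinase *Aurkb* at 1.81 (SE 0.16, adjusted p = 0.00592). In *CD109+/+* skin after DMBA, 16 rose and 0 fell (24 when adjusted over the list alone, adjusted p = 0.564 for the set with an estimated correlation), with *Birc5*, which acts in cell division, at 1.68 (SE 0.12, adjusted p = 0.0101), and in *CD109-/-* skin 0 passed (limma, 1 at an unadjusted p under 0.05, 0 by the methods' t-test unadjusted or adjusted). Between the genotypes after DMBA, 3 were higher (3 when adjusted over the list alone, adjusted p = 0.56 for the set with an estimated correlation), among them *Mki67* at 1.07 (SE 0.19, adjusted p = 0.0264), and the list's median of 0.22 became −0.10 with median centring. With the labels as deposited, 0 proliferation genes passed in untreated skin (limma, 0 at an unadjusted p under 0.05, 0 by the methods' t-test), in *CD109+/+* skin after DMBA (0 at an unadjusted p under 0.05, 1 by the methods' t-test unadjusted and 0 adjusted) or after DMBA between the genotypes (0 at an unadjusted p under 0.05, 11 by the methods' t-test unadjusted and 0 adjusted). The hair shaft keratins were high on the 4 arrays with a low *Cd109* signal, as the proliferation genes were in untreated skin.

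With the same arrangement, some genes of vessels, fat, muscle and basal epidermis were lower in *CD109-/-* skin, both untreated and after DMBA. In untreated skin, 2 of 10 endothelial, 4 of 15 adipocyte, 4 of 21 muscle and 2 of 11 basal epidermis genes were lower and 0 higher (8, 11, 19 and 5 lower when adjusted over the list alone, adjusted p = 0.597, 0.628, 0.597 and 0.628 for the sets with an estimated correlation), and with the labels as deposited 0 passed (limma, 0 at an unadjusted p under 0.05, 0 by the methods' t-test). The next values are of DMBA-treated skin. Of 10 endothelial genes, 7 were lower and 0 higher (8 and 1 when adjusted over the list alone), with the angiopoietin receptor *Tek* at −1.90 (SE 0.36, adjusted p = 0.029) and the adhesion protein *Pecam1* at −1.39 (SE 0.18, adjusted p = 0.017). Of 15 adipocyte genes, 8 were lower and 0 higher (11 and 0 when adjusted over the list alone), with the hormones *Lep* at −1.88 (SE 0.42, adjusted p = 0.036) and *Adipoq* at −1.50 (SE 0.37, adjusted p = 0.0422). Of 21 genes of skeletal muscle, 4 were lower and 0 higher (4 and 0 when adjusted over the list alone), with the myosin *Myh4* at −6.10 (SE 0.91, adjusted p = 0.0212). Of 11 genes of basal epidermis, 6 were lower and 0 higher (7 and 0 when adjusted over the list alone), with the keratin *Krt14* at −1.42 (SE 0.23, adjusted p = 0.0238). Of 15 fibroblast genes, 2 were lower, the fibrillin *Fbn1* at −1.18 (adjusted p = 0.0473) and *Mfap5*, of the microfibrils, at −1.20 (adjusted p = 0.0343), with 8 when adjusted over the list alone. Of 13 sebaceous genes, 1 was lower, the lipid droplet protein *Plin5* at −1.58 (adjusted p = 0.0354), with 0 when adjusted over the list alone. Of 20 genes of cornified epidermis, 1 was higher, the keratin *Krt2* at 0.72 (adjusted p = 0.04), and 1 lower, the envelope gene *Lce3c* at −2.42 (adjusted p = 0.048). Of 16 T cell genes, 1 was higher, the signalling kinase *Zap70* at 1.72 (adjusted p = 0.0446), with 0 of either list when adjusted over the list alone. Of 7 erythroid genes, 0 passed (limma, 2 at an unadjusted p under 0.05, 0 by the methods' t-test). As sets with an estimated correlation, endothelium, adipocytes and basal epidermis had an adjusted p = 0.522, muscle 0.533, fibroblasts 0.582, T cells 0.72, cornified epidermis 0.768, erythroid cells 0.81 and the sebaceous gland 0.868. As labelled, 0 genes of these lists passed after DMBA (limma; endothelium 6, adipocytes 2, muscle 3, basal epidermis 4, fibroblasts 3, sebaceous gland 3, cornified epidermis 3, T cells 1 and erythroid cells 0 at an unadjusted p under 0.05; 4, 2, 1, 7, 0, 0, 3, 1 and 0 by the methods' t-test unadjusted, and 0 adjusted). On the arrays of DMBA-treated *CD109-/-* skin, the hair shaft keratins were higher than on those of DMBA-treated *CD109+/+* skin.

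The paper's Q-PCR of untreated skin, on other samples, shows *Tnf*, *Csf2* and *Tgfb1* higher in *CD109-/-* skin (Figure 1C). On the arrays, the log2 fold changes in untreated skin were 0.11 for *Tnf* (SE 0.35, adjusted p = 1), 0.10 for *Csf2* (SE 0.85, adjusted p = 1) and 0.29 for *Tgfb1* (SE 0.23, adjusted p = 1) with the labels as deposited, and −0.09 (SE 0.34, adjusted p = 0.882), 1.54 (SE 0.56, adjusted p = 0.138) and −0.15 (SE 0.23, adjusted p = 0.693) with the Table S5 arrangement. The paper counts more macrophages in *CD109-/-* skin (Figure 1D), and 0 of 18 macrophage genes passed in untreated skin with the labels as deposited (limma, 0 at an unadjusted p under 0.05, 0 by the methods' t-test). Of these macrophage genes, 17 had a positive value, with a median of 0.65, which is the paper's direction (adjusted p = 0.951 for the set with an estimated correlation). Under the exchange, the median was −0.80 and 1 gene, the receptor *Mertk*, was lower at −0.69 (SE 0.14, adjusted p = 0.0439), with 0 when adjusted over the list alone (adjusted p = 0.628 for the set with an estimated correlation), so the direction depends on the 2 arrays in doubt.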
